# A Jasmonate ZIM-Domain Protein NaJAZd Regulates Floral Jasmonic Acid Levels and Counteracts Flower Abscission in *Nicotiana attenuata* Plants

**DOI:** 10.1371/journal.pone.0057868

**Published:** 2013-02-28

**Authors:** Youngjoo Oh, Ian T. Baldwin, Ivan Galis

## Abstract

Jasmonic acid is an important regulator of plant growth, development and defense. The jasmonate-ZIM domain (JAZ) proteins are key regulators in jasmonate signaling ubiquitously present in flowering plants but their functional annotation remains largely incomplete. Recently, we identified 12 putative JAZ proteins in native tobacco, *Nicotiana attenuata*, and initiated systematic functional characterization of these proteins by reverse genetic approaches. In this report, *Nicotiana attenuata* plants silenced in the expression of *NaJAZd* (irJAZd) by RNA interference were used to characterize NaJAZd function. Although *NaJAZd* transcripts were strongly and transiently up-regulated in the rosette leaves by simulated herbivory treatment, we did not observe strong defense-related phenotypes, such as altered herbivore performance or the constitutive accumulation of defense-related secondary metabolites in irJAZd plants compared to wild type plants, both in the glasshouse and the native habitat of *Nicotiana attenuata* in the Great Basin Desert, Utah, USA. Interestingly, irJAZd plants produced fewer seed capsules than did wild type plants as a result of increased flower abscission in later stages of flower development. The early- and mid-developmental stages of irJAZd flowers had reduced levels of jasmonic acid and jasmonoyl-L-isoleucine, while fully open flowers had normal levels, but these were impaired in *NaMYB305* transcript accumulations. Previously, *NaMYB305*-silenced plants were shown to have strong flower abscission phenotypes and contained lower *NECTARIN 1* transcript levels, phenotypes which are copied in irJAZd plants. We propose that the NaJAZd protein is required to counteract flower abscission, possibly by regulating jasmonic acid and jasmonoyl-L-isoleucine levels and/or expression of *NaMYB305* gene in *Nicotiana attenuata* flowers. This novel insight into the function of JAZ proteins in flower and seed development highlights the diversity of functions played by jasmonates and JAZ proteins.

## Introduction

Plants are frequently exposed to various abiotic and biotic stresses such as high light, water deficit, salinity stress, variable temperature, lack of nutrients, and attack from pathogens and herbivores. Survival of plants in nature thus strongly depends on a balance between growth and defense related processes, which is regulated by a complex phytohormone network [1]–[6]. In this network, jasmonic acid (JA) controls both growth and defense responses in plants (reviewed in [7]). JA is synthesized from membrane-derived fatty acids (18∶3) via the octadecanoid pathway [8] and is known to activate transcription factors (TFs) that trigger a large-scale transcriptional reprogramming of growth and development, such as root growth and adventitious root formation, trichome initiation, fruit ripening, anthocyanin accumulation, senescence, pollen and flower development, tuber formation and tendril coiling, and defense against wounding, herbivore attack and pathogen infection [9]–[13].

Recently, the mode of action and role of several core components in JA signaling, COI1 (CORNATINE INSENSITIVE1), JAZ (Jasmonate ZIM-domain), and (+)-*7*-*iso*-JA-L-Ile (JA-Ile) were identified [14]–[18]. In the presence of the active hormone, JA-Ile, JAZ proteins are degraded by the action of SCF^COI1^-E3 ubiquitin ligase complex associated with 26S proteasome that releases the positive regulators of JA signaling, MYC2/3/4 transcription factors and triggers the expression of JA-dependent genes in *Arabidopsis* (reviewed in [19]). In addition, the function of several co-regulators of the core complex of JA signaling, such as NINJA (Novel Interactor of JAZ) and TPL (TOPLESS) proteins, InsP_5_ (inositol pentakisphosphate), EIN3/EIL1 (ethylene-stabilized transcription factors), R2R3-MYB transcription factors MYB21 and MYB24, WD-repeat/bHLH (GL3, EGL3, TT8)/MYB75 complexes and DELLA proteins were elucidated [20]–[25].

JAZ proteins that are generally classified as negative regulators of JA signaling contain two functionally conserved domains, ZIM with TIF[F/Y]XG motif (or its variant) and Jas with S-L-X(2)-F-X(2)-K-R-X(2)-R motifs, both of which are essential for JA signal transduction [26]–[29]. ZIM domains mediate the homo- and heteromeric interactions among the JAZ proteins as well as their interaction with the co-repressor NINJA-TPL complex; the Jas domain is required for binding several core- (COI1, MYC2/3/4) and co- (EIN3/EIL1, MYB21/24, TT8/GL3/EGL3 and DELLA) regulatory proteins that transduce downstream signaling (reviewed in [19]). It was proposed that different combinations and interactions between JAZ proteins and co-regulators can control specific subsets of JA-mediated responses in plants [30], [31] however, specific examples of such interactions remain rare. Functional studies with genetically modified plants have provided evidence of the direct involvement of JA and JAZ proteins in developmental processes such as secondary growth (interfascicular cambium initiation) [32], phytochrome A-mediated shade responses [33], anthocyanin accumulation and trichome initiation [24], stamen development [23], flower induction [34], and defense responses against biotic [31], [35]–[37] and abiotic [38]–[41] stresses. However, additional experiments are required to better understand the complex networking among JA, JAZ, and downstream responses in plants.

Previously, we cloned 12 novel *JAZ* genes from the native tobacco plant *Nicotiana attenuata* (*N. attenuata*) and reported unique roles for NaJAZh in defense and development [31]. Here, we examine the function of NaJAZd, both in development and defense against herbivores. The *NaJAZd*-silenced plants had normal levels of defense-related phytohormones and only slightly altered defense metabolic profiles in the leaves. In development, irJAZd plants had significantly impaired seed production which is one of the most important fitness parameters in *N. attenuat*a plants. We show that NaJAZd is involved in the regulation of flower abscission which in turn is associated with reduced jasmonate levels and impaired expression of genes (*NaMYB305*, *NaNEC1*) known to be important for flower development.

## Results

### NaJAZd Transcript Accumulation is Strongly Induced by Wounding and Herbivory

Previously, we reported 12 *JAZ* genes in *N. attenuata* [31], including the *NaJAZd* gene characterized in this study. First, we examined *NaJAZd* expression in the rosette leaves of *N. attenuata* plants after wound and water treatment (puncturing leaves with a fabric pattern wheel and supplying with 20 µL of water; W+W), simulated herbivore attack (wounds treated with 20 µL of 1∶10 diluted oral secretions isolated from specialist herbivore *Manduca sext*a (*M. sexta*) larvae; W+OS), and in untreated leaves by quantitative real-time PCR (qPCR). While both treatments strongly increased *NaJAZd* transcript accumulations compared to the levels in untreated leaves, W+OS-treatment dramatically amplified these increases (Figure 1A). The gene transcripts rapidly returned to basal levels within 3 h after treatment. To further explore the function of NaJAZd, we generated the inverted-repeat (ir) RNAi-mediated *NaJAZd*-silenced plants (irJAZd; Figure S1A and S1B) and selected the three best-silenced lines (irJAZd-4, -8, and -10; Figure 1B) for functional analysis. A single copy T-DNA insertion status of each line was confirmed by Southern blot analysis (Figure S1C).

**Figure 1:**
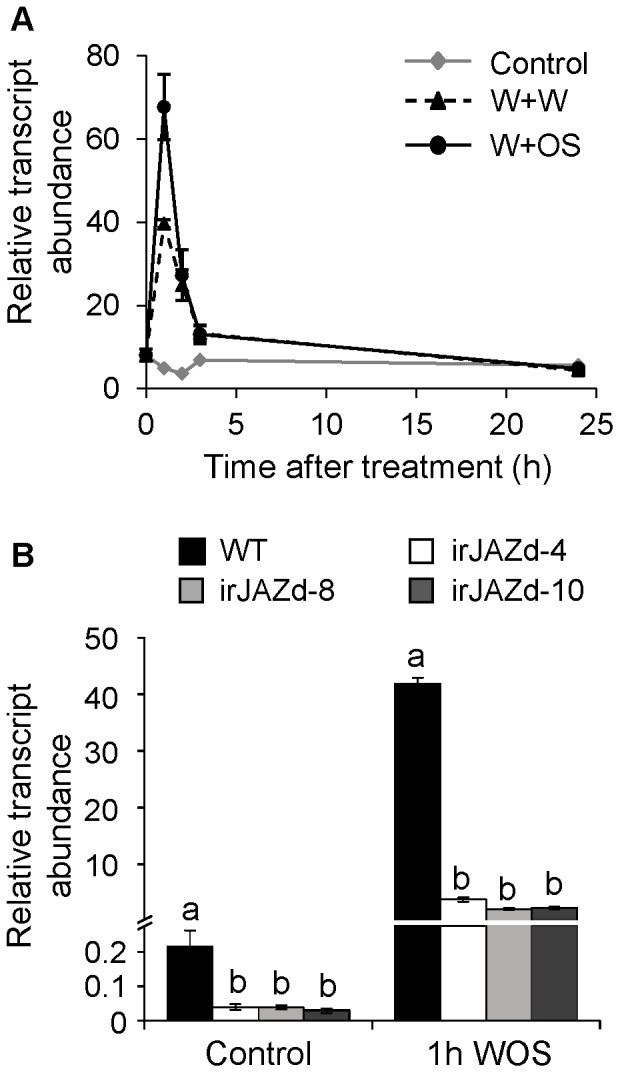
Regulation of *NaJAZd* transcripts and silencing efficiency in irJAZd plants. (A) *NaJAZd* transcript abundances ± SE were determined by quantitative real-time PCR (qPCR, *n = 3*) in samples from WT *N. attenuata* leaves treated with wounding and water (W+W), wounding and *M. sexta* oral secretions (W+OS) harvested at 0, 1, 2, 3, and 24 h after treatment (control leaves remained untreated). (B) Transcript abundances ± SE of *NaJAZd* determined in untreated (control) and 1 h W+OS-treated leaves of three independent inverted repeat (ir)-*NaJAZd*-silenced genotypes (irJAZd-4, -8, and -10) by qPCR (*n = 3*). Signals in A and B were normalized by housekeeping EF1α transcript abundances determined by qPCR in the same samples. Different letters in B indicate significant differences among the combination of identically treated genotypes (WT vs. independent *NaJAZd* silenced lines, irJAZd-4, -8, 10 by one-way-ANOVA (P≤0.05).

While measuring the silencing efficiency of *NaJAZd* by RNAi, we also examined the expression of other *NaJAZ* genes (*NaJAZa*, -*b*, -*c*, -*e*, -*f*, -*h*, -*i*, -*j*, -*k*, -*l*, and -*m*) in irJAZd plants to identify possible cross-silencing effects and/or crosstalk among *JAZ* genes. Similar to our previous study with *NaJAZh*-silencing, which increased the expression of several other *JAZ* genes [31], we found a significantly higher expression of *NaJAZb* in both irJAZd examined lines (and higher expression of *NaJAZf*, -*j*, and -*m* in at least one line), suggesting a possible crosstalk or compensation responses in the JAZ regulatory network. In addition, we found a significant down-regulation of *NaJAZh* transcripts in response to W+OS-elicitation (Figure S2) in both examined lines, consistent with the result of nucleotide alignment of *NaJAZh* gene and irJAZd-silencing region which revealed a potential cross-silencing region of 20 nt (Text S1) between these sequences (no other identities ≥20 nt were found in any other known *N. attenuata JAZ* gene sequences). Recently, we analyzed in detail plants strongly silenced (>90%) in *NaJAZh* expression but the phenotypes found in irJAZh plants were not consistent with the irJAZd phenotypes described in the following chapters. For example, irJAZh plants showed significantly reduced nicotine levels and dramatic increases in TPI activity, as well as they developed spontaneous necrosis during aging [31], none of which could be found in irJAZd plants, suggesting that a partial silencing of NaJAZh was not sufficient to induce NaJAZh-associated phenotypes. We therefore proceeded with the search for specific NaJAZd silencing-associated phenotypes.

### NaJAZd-silencing Weakly Affects JA-dependent Defenses

To determine the role of NaJAZd in defense, we carried out performance assays with the specialist herbivore, *M. sexta,* with rosette stage WT and irJAZd plants. We placed a freshly hatched *M. sexta* neonate on the leaves of each 20 replicates of WT and irJAZd-4 and -8 plants and determined the mass of caterpillars after 4, 6, 8, 10, and 12 d of feeding on the plants (Figure 2A). *NaJAZd*-silencing did not affect the performance of *M. sexta* caterpillars as on both irJAZd genotypes and WT plants the larvae had similar growth rates.

**Figure 2:**
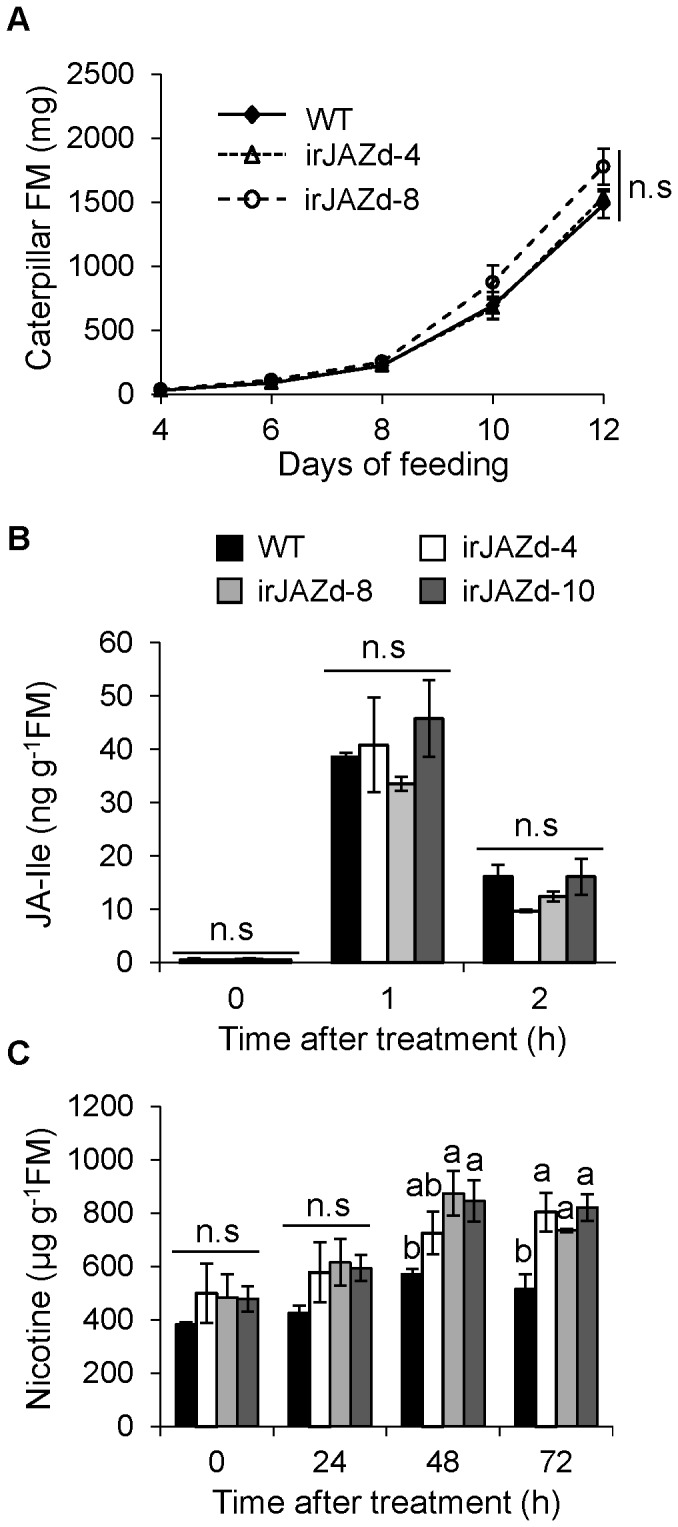
Defense responses against specialized herbivore *M. sexta* are mostly unaltered in irJAZd plants. (A) Herbivory performance of *M. sexta* on rosette leaves of WT and two independent irJAZd lines (irJAZd-4 and -8) was determined by measuring larval mass at 4, 6, 8, 10 and 12 d after placement of freshly hatched neonates on the plants. Mean fresh masses ± SE of irJAZd-4 and -8-fed caterpillars (*n = 20*) were not significantly different from WT-fed caterpillars. (B) Mean ± SE levels of JA-Ile (*n = 3*) determined by LC- ESI-MS/MS showed no significant differences in irJAZd compared to WT leaves. (C) Mean ± SE levels of nicotine (*n = 3*) determined by HPLC coupled to PDA (Photo Diode Array) detector were significantly higher at 48 and 72 h after W+OS treatment of irJAZd plants compared to WT. Statistical differences in (A)–(C) were determined by one-way-ANOVA (P≤0.05). Different letters indicate significant differences among the different genotypes (WT vs. independent NaJAZd silenced lines, irJAZd-4, -8, 10) at the same time points; n.s, not significantly different; FM, fresh mass.

To further test the hypothesis that NaJAZd is not a major player in defense against herbivores, we examined the levels of herbivore-induced phytohormones, JA-Ile (Figure 2B), jasmonic acid (JA), salicylic acid (SA) and abscisic acid (ABA; Figure S3) in rosette stage WT and irJAZd-4, -8, and -10 plants at 0, 1, and 2 h after W+OS treatment. Taking into account the data from three independently transformed irJAZd lines, the levels of JA-Ile (Figure 2B), and of other phytohormones (JA, SA and ABA; Figure S3) in W+OS-treated irJAZd plants were similar to those in WT at all examined time points, confirming that *NaJAZd*-silencing alone does not significantly alter the leaf levels of defense-related phytohormones, even though the transcript levels of *NaJAZd* were strongly elicited by W+OS in the leaves (Figure 1A). The basal levels of SA were slightly lower in all irJAZd lines; however, they rise to WT SA levels after W+OS treatment, suggesting a normal responsiveness and accumulation of SA in irJAZd plants during herbivory stress.

To gain additional insight in potential targets of NaJAZd, we analyzed several defense-related secondary metabolites after W+OS treatment. Nicotine is a well-known defense-related secondary metabolite in *Nicotiana* species [42], [43]. In contrast to the unaltered phytohormone levels, irJAZd leaves contained significantly more nicotine at 48 and 72 h after W+OS (Figure 2C), suggesting that NaJAZd may negatively contribute to biosynthesis of nicotine and/or suppress its transport from the roots. The accumulation of constitutive17-hydroxygeranyllinalool-diterpene glycosides (HGL-DTGs) [44], [45] was slightly higher in two irJAZd lines but not significantly different after W+OS treatment at 24–72 h compared to WT (Figure S4A). Trypsin protease inhibitors (TPIs) activity [46]–[48] in W+OS-treated irJAZd-4, -8, and -10 plants were not different from WT levels (Figure S4B). Apparently, higher amounts of nicotine in irJAZd compared to WT plants alone were not sufficient to alter the performance of a specialist herbivore (Figure 2A).

### NaJAZd-silencing does not Alter the Preferences of Native Herbivores in Nature

In natural environments, plants are exposed to substantially more stresses compared to their relatively safe containment in the glasshouse. We therefore examined if *NaJAZd*-silenced plants could perform differently in high stress conditions characterized by high UV irradiance, high and variable temperatures, low humidity and communities of voracious native herbivores. In the 2010 field season, we planted empty vector-transformed (EV) and irJAZd-8 plants in a pairwise design in the native habitat of *N. attenuata* (Great Basin Desert, Utah, USA) and compared herbivore damage to these plants (Figure 3). Field-grown irJAZd plants showed similar levels of damage from native herbivores, mirids (*Tupiocoris notatus*), flea beetles (*Epitrix* spp.), and noctuidae larvae (*Spodoptera* spp.) compared to WT plants, providing additional evidence that NaJAZd has only a minor role in defense against biotic and abiotic stresses. This prompted our intensive search for alternative functions of this protein.

**Figure 3:**
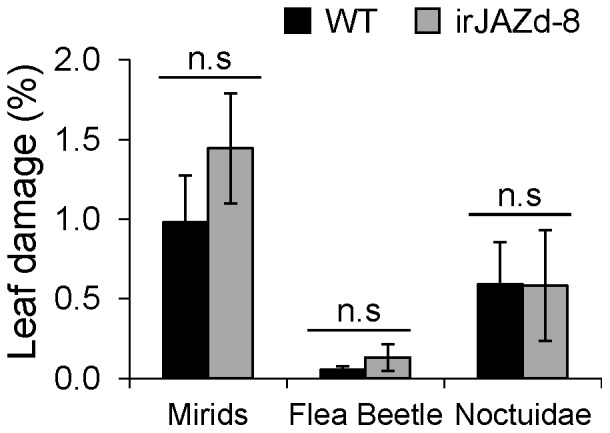
Plant damage caused by herbivores in *N. attenuata*’s native habitat. EV and irJAZd-8 plants were planted in a size-matched paired-design in their native habitat, Great Basin Desert, Utah, USA and damage by native herbivores was scored throughout the 2010 field season. Herbivore damage was determined as the % of leaf canopy damaged by (1) cell-damaging feeding of *Tupiocoris notatus* mirid bugs (mirids), (2) the small feeding holes that characterize flea beetle feeding, and (3) leaf chewing Lepidopteran larvae (Noctuidae). No significant differences (n.s) between the two genotypes determined by Student t-test were observed.

### NaJAZd-deficiency Causes Increased Flower Abscission

*NaJAZd*-silencing only slightly affected defense responses. Considering the extensively described role of JA in growth and development (reviewed in [9]), we decided to carefully examine the growth and development of irJAZd plants. The irJAZd plants showed no obvious vegetative growth deficiencies: they had similar size of rosettes, leaf shape, and stalk length (data not shown). However, in contrast to vegetative growth, their reproductive fitness was significantly compromised. During the harvesting of seeds, we noticed that irJAZd plants produced significantly less seed mass compared to WT plants. When we carefully counted the number of mature seed capsules during entire reproduction of WT and irJAZd-4 and -8 plants, both irJAZd lines had about 11∼35% fewer capsules compared to WT between 51–63 d after germination (Figure 4).

**Figure 4:**
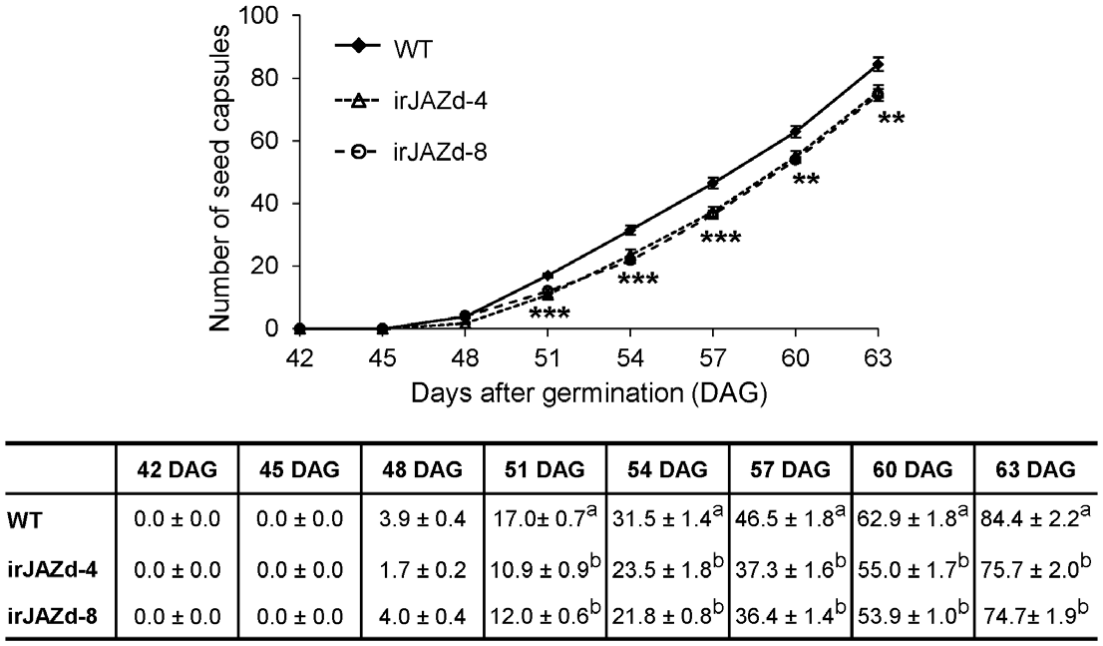
*NaJAZd*-silencing negatively affects seed capsule production. WT and two independent irJAZd lines (irJAZd-4 and -8) were grown in the glasshouse and their capsules were counted at specified time points. irJAZd plants produced significantly fewer seed capsules at 51, 54, 57, 60 and 63 d after germination compared to WT plants; significant differences between genotypes were determined at each time point by one-way-ANOVA (**P≤0.01, ***P≤0.001). There were no significant differences in number of seed capsules between two independent irJAZd lines (irJAZd-4 and -8). The exact numbers of capsules are displayed in table under the graph and different letters in the table indicate significant differences among the different genotypes (WT vs. independent NaJAZd silenced lines, irJAZd-4, -8) at the same time points. Differences at 42–48 d were not significant.

We hypothesized that NaJAZd was involved in flower initiation, which would ultimately affect the lifetime seed capsule production in irJAZd plants. However, the numbers of flower buds in irJAZd plants seemed comparable in WT and irJAZd plants and flower parameters such as degree of flower opening, pollen maturation or length of pistils were not visibly altered in irJAZd plants. In addition, we examined if self-pollination ability was impaired in irJAZd flowers by hand pollination experiments using ripe pollen from the same flowers and spreading it on stigma with fine brush (Figure S5). The hand pollination, assuring that each stigma received sufficient amount of pollen in a timely coordinated fashion, failed to recover the formation of seed capsules in irJAZd plants to WT levels. These results suggested that irJAZd flowers have normal anthesis and otherwise completely normal morphology (Figure S6) but experience another problem in flower development. We therefore conducted another more detailed experiment in which we quantified flower production distinguishing 4 categories: buds, elongated flowers, fully opened flowers and abscised flowers, which were counted every 3 d starting 42 d after germination when the first buds and a few elongated flowers but no open flowers were present on the plants (Figure 5). To prevent mixing of abscised flowers from different plants, we placed each single plant in individual 30×52 cm plastic tray which captured all abscised flowers from a single plant. While irJAZd plants had similar or even higher number of buds and elongated flowers, they produced significantly fewer open flowers on 48, 51, and 63 d-old plants and correspondingly higher numbers of abscised flowers at these and additional time points. Notably, the abscised flowers were all fully open flowers; abscission of younger stages or flower buds was not occurring. These data suggested that the function of NaJAZd is to prevent flower abscission in the later stages of flower development that directly affects lifetime production of seed capsules and fitness of *N. attenuata*. Whether this was mediated by direct function of NaJAZd in flowers was examined next.

**Figure 5:**
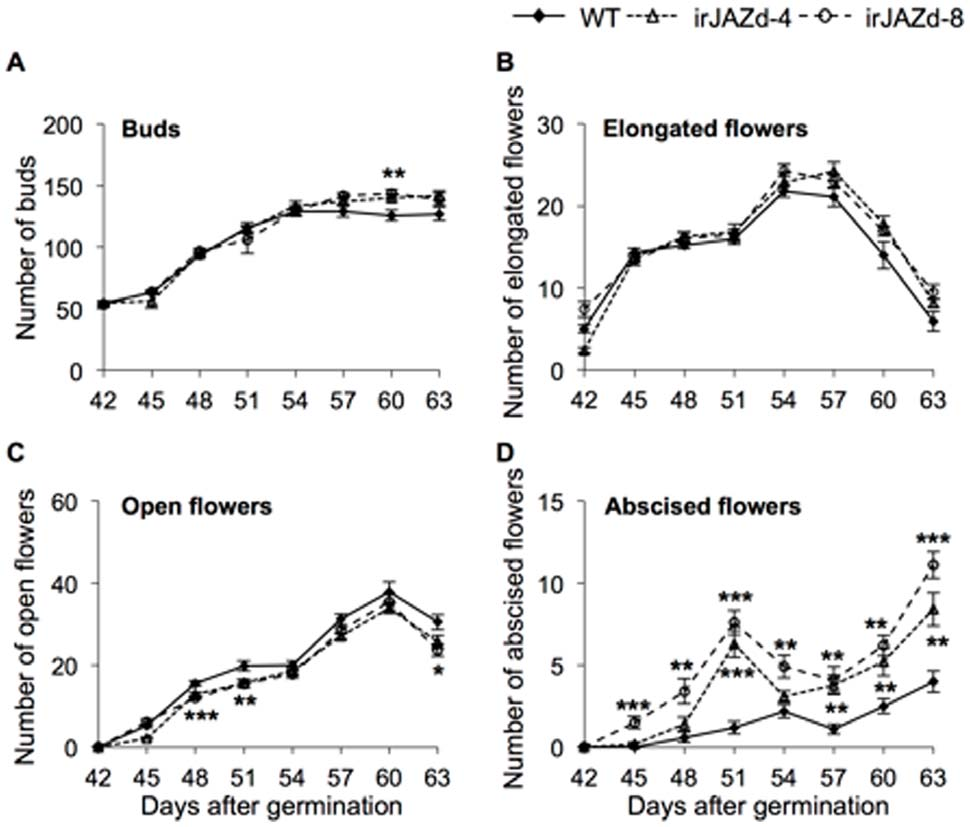
NaJAZd counteracts flower abscission in *N. attenuata*. Each individual plant was placed in an individual plastic tray (30×52 cm) in the glasshouse to avoid mixing of abscised flowers, and number of buds (A), elongated flowers (B), open flowers (C), and abscised flowers (D) in each plant from 42 d to 63 d after germination was determined in 3 d intervals. Both irJAZd-4 and -8 plants had similar number of buds and elongated flowers as WT plants but displayed significantly reduced numbers of open flowers (significant at 48, 51, 63 d) and higher numbers of abscised flowers (significant at most time points) compared to WT plants. Significant differences between genotypes were determined separately for each time point by one-way-ANOVA (*P≤0.05, **P≤0.01, ***P≤0.001).

### Phytohormones and Gene Expression in N. attenuata Flowers

To elucidate the molecular mechanisms involved in NaJAZd-regulated flower abscission, we analyzed the levels of phytohormones and flower-related gene expression at four different developmental stages of flowers in WT and irJAZd-8 plants: buds (F1), early elongated flowers (∼10 mm length, F2), fully elongated flowers (still green and completely closed corollas, F3) and open flowers (completely opened white corollas, F4). First, we determined the expression of *NaJAZd* in WT and irJAZd-8 flowers to examine if (1) *NaJAZd* is expressed in stage-specific manner, and (2) to evaluate the efficiency of gene silencing in irJAZd flowers by RNAi. In WT plants, the gene showed comparably high transcript levels during F1–F3 stages but its expression declined in the F4 stage. *NaJAZd* transcript levels were strongly reduced in irJAZd-8 flowers compared to WT levels (Figure 6A).

**Figure 6:**
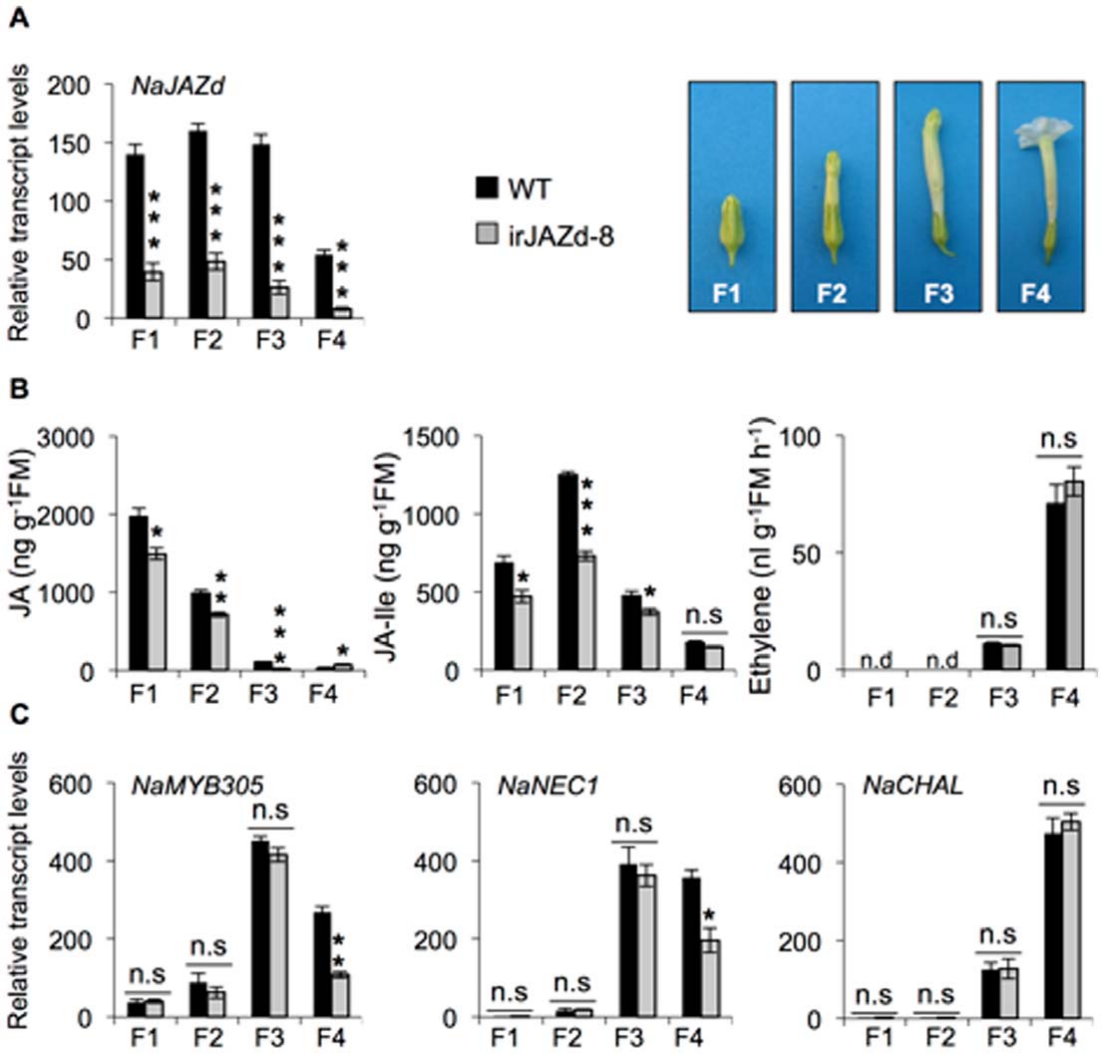
NaJAZd regulates phytohormone levels and flower development-related genes. WT and irJAZd plants (irJAZd-8) were grown in the glasshouse and four different developmental stages of flowers (F1, F2, F3, and F4) were collected 57 d after germination. (A) Transcript abundances of *NaJAZd* determined by qPCR in irJAZd-8 flowers were significantly lower compared to WT. (B) Mean JA and JA-Ile levels ± SE determined by LC-ESI-MS/MS using individual stage flowers and mean ethylene levels ± SE measured by photoacoustic spectrometer using a mixture of five flowers of each stage. (C) Transcripts abundances ± SE of flower development-related genes, *NaMYB305*, *NaNEC1*, and *NaCHAL* determined by qPCR: irJAZd-8 plants were impaired in expression of *NaMYB305* and *NaNEC1*genes in last stage of flower development (F4) while *NaCHAL* transcripts remained unaltered in irJAZd-8 compared to WT flowers. Bars ± SE in (C) show *EF1α*-normalized relative transcript abundances. Statistical differences in phytohormones, JA, JA-Ile, ethylene (*n = 4*) and transcript abundances (*n = 4*) were determined by Student t-test. Asterisks represent significant differences between WT and irJAZd in same stage of flowers (*P≤0.05, **P≤0.01, ***P≤0.001); n.s, not significantly different; FM, fresh mass.

Ethylene is known to be one of the important signals controlling flower abscission in plants (reviewed in [49]). The analysis of nearly 300 plant species showed that flower abscission in plants is highly sensitive to ethylene [50]. We therefore investigated the levels of ethylene and its possible role in enhanced flower abscission in irJAZd-8 plants. Ethylene emissions increased in a stage dependent manner; however, we found no significant differences between WT and irJAZd-8 flowers at all examined developmental stages (Figure 6B). These data suggest that enhanced flower abscission in irJAZd plants is independent of ethylene concentrations in irJAZd-8 flowers.

Because JA is also known to regulate flower development in plants, we analyzed JA and JA-Ile levels using entire homogenized flowers. Interestingly, at three developmental stages (F1, F2, and F3) irJAZd-8 flowers had significantly reduced levels of JA and JA-Ile compared to WT flowers (Figure 6B). It suggested that NaJAZd might be regulating flower abscission process via the regulation of JA and JA-Ile levels and/or JA-Ile-mediated signaling process. How a putative negative regulator NaJAZd contributes to the accumulation of JA remains to be elucidated.

Finally, we examined the expression of several flower development-related genes. The R2R3-MYB transcription factors are known to regulate stamen maturation, flower opening and nectar production (reviewed in [51]). Recently, the function of *MYB305* gene in controlling flower opening and floral nectar production in petunia, *N. tabacum* and *N. attenuata* was reported [52], [53]. The *N. attenuata* plants strongly silenced in the expression of *MYB305* showed premature flower abscission in early flower developmental stages: their flowers failed to enter anthesis and eventually, the plants did not produce any seed capsules. Although irJAZd flowers did not show anthesis-related phenotypes as described in the previous section, premature flower abscission phenotype strongly resembled those of irMYB305 plants but the abscission was shifted to later stages in flower development. To examine a possible relationship between NaMYB305 and NaJAZd, we analyzed *NaMYB305* expression at four different stages of WT and irJAZd-8 flowers (Figure 6C). In both WT and irJAZd-8 flowers, *NaMYB305* expression gradually increased from F1 to F3, corroborating previous studies [52]. However, the irJAZd-8 flowers contained significantly fewer *NaMYB305* transcripts than did F4 stage WT flowers, suggesting that NaJAZd might be required for maintaining the appropriate levels of *NaMYB305* in open stage flowers. Because fully silenced irMYB305 plants lost all their flowers, it is likely that moderate reductions in *NaMYB305* levels observed in this study could be responsible for the abscission of a certain portion of flowers in irJAZd plants.

To further examine the NaMYB305 deficiency, we analyzed the expression of *NaNEC1* (nectarine 1) and *NaCHAL* (chalcone synthase) genes (Figure 6C) which are located downstream of MYB305 regulator in petunia and tobacco [52], [54], [55]. Consistent with *NaMYB305* expression, *NaNEC1* was similarly down regulated in F4 stage flowers in irJAZd-8 plants compared to WT flowers. However, *NaCHAL* expression was not significantly different between WT and irJAZd-8 flowers (Figure 6C), showing an expression pattern which closely tracked flower ethylene emissions (Figure 6B). In an independent experiment, we also analyzed in detail the hormone contents and gene transcript levels in irJAZd-4 and WT flowers (Figure S7). Identical changes in JA, JA-Ile contents and *NaMYB305* transcript accumulation were observed but the changes were less pronounced compared to the independently transformed line irJAZd-8, which was consistent with the lower number of abscised flowers found in irJAZd-4 line (Fig. 5D). In irJAZd-4 line, the levels of *NaNEC1* transcripts were not yet reduced, showing a time delay between accumulation of the MYB305 regulator and the expression of downstream-regulated gene, *NEC1*.

### Global Transcriptional Changes Associated with NaJAZd-silencing in N. attenuata Leaves

Because *NaJAZd* gene was strongly induced by W+OS treatment in the leaves, we conducted an additional microarray experiment focused on global leaf gene expression 2 h after W+OS-treatment. 

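RNA of leaves harvested 2 h after W+OS treatment, in which puncture wounds are supplied with oral secretions of Manduca sexta larvae, was hybridized to 6 Agilent microarrays, 3 of WT plants and 3 of plants of line irJAZd-8, all 30 d old. The oral secretions were diluted 10-fold according to the paper and 5-fold according to the sample labels. The untreated leaves were not analysed here. Each array read 1 colour (Cy3) and carried 43533 different probes of 60 bases, 30 of which were spotted 10 times. The authors deposited the scanner output of every array, with a processed signal from which Agilent's extraction software had subtracted the background, and a table of log2 values scaled by the 75th percentile. Here the log2 of the processed signal minus the 75th percentile of its own array was used, repeated spots were averaged, and irJAZd was compared with WT by limma with Benjamini-Hochberg adjustment over all probes. The number of arrays limits the precision of every value. The 75th percentile of the signal was 97.5, 90.6 and 108 units on the WT arrays and 143, 151 and 152 units on the irJAZd arrays, a mean difference of 0.59 on the log2 scale, so that the scaling lowered the irJAZd arrays more than the WT arrays. Between 53.4% and 55.3% of the probes were well above background on a WT array and between 57.2% and 58.8% on an irJAZd array. The WT arrays came from 3 different slides, irJAZd replicates 1 and 2 shared a slide and irJAZd replicate 3 had its own. No slide held both genotypes, so effects of slide and genotype cannot be separated. Over the probes well above background on all 6 arrays, the SD of the log2 difference between a pair of arrays was 0.31 to 0.44 within WT, 0.21 to 0.36 within irJAZd and 0.34 to 0.50 between the genotypes. The files name 33639 probes by a database entry, often of another organism's protein, and pair no probe with NaJAZd, so the silencing itself was not checked on these arrays.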

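At an adjusted p under 0.05 from limma, 8448 probes had lower and 658 had higher signals in irJAZd than in WT leaves. The median log2 change over all probes was -0.14, and 63.6% of the probes had a lower mean in irJAZd. In all 8448 lower probes the WT values lay above the irJAZd values without overlap. Over all probes 38.9% had groups without overlap in either direction, where chance gives 10%. Of the lower probes 7736, or 91.6%, were not well above background on any of the 6 arrays, and 97.2% had changed by less than 2-fold. Probes below background on every array make up 37.9% of all probes. Their median unscaled signal was 0.12 higher in irJAZd on the log2 scale, and their median change was -0.47 after the scaling, whereas the probes well above background on all 6 arrays had a median of -0.01. Among the latter, 631 were lower and 367 higher. An adjusted p of 0.0488 was shared by 8913 probes, just under the threshold. With 1 array left out the most common adjusted p from limma lay between 0.0387 and 0.156, while 12068 to 14142 probes had an unadjusted p under 0.05, beside 13984 over all arrays. With 1 array left out there were 7 lower and 1 higher probes without WT replicate 1, 9 and 5 without WT replicate 2, 6 and 2 without irJAZd replicate 1, 6 and 1 without irJAZd replicate 2, and again 6 and 1 without irJAZd replicate 3, but 9327 and 678 without WT replicate 3. Of the other alternatives normexp background correction gave the most lower probes, 27294 beside 2401 higher, array weights the most higher probes, 4440 beside 13768 lower, and the methods' t-test with Benjamini-Hochberg adjustment the fewest lower probes, 3 beside 1 higher. With dim probes left out, 63 lower and 45 higher probes passed the threshold, all of them among the 8448 and 658. Lower probes made up 92.8% of the called probes, 91.9% after normexp background correction, 93.1% after median scaling and in the deposited log2 values, but 46.3% after cyclic loess normalization (25 lower and 29 higher), 54.2% when the 75th percentile was taken over the probes well above background on all 6 arrays (13 lower and 11 higher) and 69.2% after quantile normalization (9 lower and 4 higher).

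**Figure D1:**
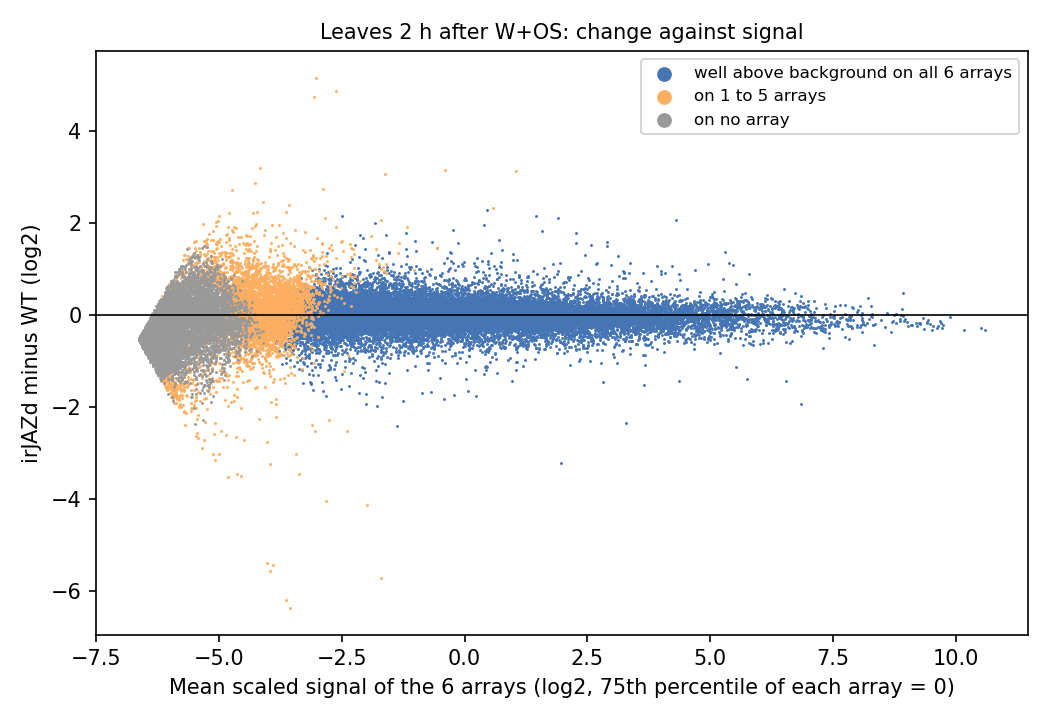
Change between irJAZd and WT leaves (log2, vertical axis) against the mean scaled signal of the 6 arrays (log2, horizontal axis), 1 point per probe, coloured by the number of arrays on which the probe was well above background. The 16505 probes measured on no array lie mostly below 0 with a median of -0.47, and the 21986 probes measured on all 6 arrays scatter around a median of -0.01.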

*NaJAZd*-silencing down-regulated a large number of genes (10321 of 43504 microarray probes) but it up-regulated only a relatively small number (38) of genes. 

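Of the probes called by limma, 62 were more than 3-fold lower and 47 more than 3-fold higher in irJAZd. Without WT replicate 1 these counts were 7 and 1, and without irJAZd replicate 2 they were 6 and 1. Of the lower probes 17 were well above background on all 6 arrays, 31 on 1 to 5 arrays and 14 on none. Of the higher ones 11 were well above background on all 6 arrays and 36 on 1 to 5 arrays. Among called probes measured on every array of at least 1 genotype, the 5 with the largest falls carry no name in the files, and 4 of these were well above background on the 3 WT arrays and on no irJAZd array. For such probes only a bound is given, the mean of the brighter group against the mean, over the arrays of the dim group, of the higher of the probe's own signal and the lowest signal well above background on that array. The probe Na_454_29464 was at least 18.6-fold lower in irJAZd (adjusted p = 0.00173, limma) and the probe Na_454_34272 at least 16.5-fold lower (adjusted p = 0.00326, limma), and these 2 probes share a run of 43 bases. The probe Na_454_33799 was at least 10.6-fold lower (adjusted p = 0.00207, limma) and the probe Na_454_27081 at least 10.5-fold lower (adjusted p = 0.000892, limma). The remaining probe of the 5, Na_454_20761, was well above background on 2 of the 3 irJAZd arrays, where its values had an SD of 2.30 around a change of -5.72 that includes the array below background. The 5 largest rises held 1 unnamed probe, Na_454_22468, which rose at least 2.77-fold. The probe named YFI6_YEAST was at least 14.5-fold higher in irJAZd (adjusted p = 0.00333, limma), the one named SEN54_MOUSE at least 12.1-fold (adjusted p = 0.0488, limma) and the one named NIT2_RAT at least 10.2-fold (adjusted p = 0.0475, limma), each measured on the 3 irJAZd arrays and on no WT array. These bounds hold for the 75th percentile scaling. They are approximate, since a probe can exceed an array's lowest signal well above background and still not be measured there. After normexp background correction, which adds an offset of 50 to every signal, the log2 changes were -1.69 for Na_454_29464, -1.56 for Na_454_34272, -1.29 for Na_454_33799 and -1.26 for Na_454_27081. They were 1.30 for YFI6_YEAST, 1.15 for SEN54_MOUSE and 1.08 for NIT2_RAT. All of these had an adjusted p under 0.05 from limma, but so did 27294 lower and 2401 higher probes in this setting. The unnamed probe that rose changed by 0.11 and no longer passed this threshold. The probe named RIN4_ARATH was well above background on 2 WT arrays and 3 irJAZd arrays and changed by 3.06 on the log2 scale (standard error 0.53, adjusted p = 0.0488, limma), a value that includes the WT array below background. The adjusted p of SEN54_MOUSE, NIT2_RAT and RIN4_ARATH from limma rose to 0.156 without irJAZd replicate 2 and also exceeded 0.05 without WT replicate 1, irJAZd replicate 1 or irJAZd replicate 3, and that of NIT2_RAT without WT replicate 2, whereas YFI6_YEAST, Na_454_29464 and Na_454_34272 stayed under 0.05 with any 1 array left out.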

The list of more than 3 times up (20)- and down (99)-regulated genes in irJAZd compared to WT plants was annotated and categorized according to established GO categories (Tables S1 and S2). Interestingly, several primary metabolic genes, such as sugar transporter SWEET3 (4.93-fold), unknown glycosyltransferase (4.17-fold), fructokinase (3.76-fold), putative beta-1, 3-glucan synthase (3.76-fold) and 6-phosphofructokinase 4 (3.7-fold) were strongly down-regulated in irJAZd leaves compared to WT leaves. These results suggest that, apart from direct changes in flowers caused by *NaJAZd*-silencing, the enhanced flower abscission phenotype in irJAZd plants could be due to a reduced nutrient availability in the flowers as leaves are providers of all essential nutrients required for successful flower development. 

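The files pair none of these gene names with a probe, so the probes whose database entry names the same kind of protein were taken, by lists written after the files were opened. Probes were then taken by their mean log2 signal over all 6 arrays, above -4.32, the mean over the arrays of the lowest signal well above background, a limit also chosen after the data were seen. Of 37 probes with an R1AP1 entry, the entry name of SWEET sugar transporters, 18 lay above it and had a median log2 change of -0.17, between -1.39 and 0.98. The 40 glycosyltransferase probes above it, of 63, had a median of 0.08, the 10 fructokinase probes of 12 a median of -0.02, the 21 callose synthase (beta-1,3-glucan synthase) probes of 40 a median of -0.06, and the 11 6-phosphofructokinase probes of 18 a median of 0.07. With 1 array left out the R1AP1 median ran from -0.32 without WT replicate 1 to -0.07 without WT replicate 2, and over the other scalings from -0.18 to -0.09. The 6-phosphofructokinase median stayed above 0, between 0.0021 without irJAZd replicate 1 and 0.16 without irJAZd replicate 3. The medians of the other lists changed sign, for glycosyltransferases to -0.07 after normexp background correction, for fructokinases to 0.12 without WT replicate 1 and for callose synthases to 0.014 without WT replicate 1. After normexp background correction the fructokinase median was -0.09 and the callose synthase median -0.26, both lower than in the main setting. The probe with the largest fall in each list was picked after the values were seen. In the order of the lists, the ratios of these probes' scaled signals were 4.91, 4.15, 3.84, 3.75 and 3.68. The paper's folds are 4.93, 4.17, 3.76, 3.76 and 3.7. Apart from the fructokinase probe the ratios lay at most 0.415% from the paper's folds, so those folds may come from these probes. The fructokinase ratio lay 2.23% away and that probe's groups overlapped, so whether it is the paper's probe is less certain. The medians of the lists do not test the paper's folds. In 4 of the 5 lists the probe with the largest fall was lower with an adjusted p of 0.0488 from limma and groups without overlap. Those named R1AP1_XENTR and CALS6_ARATH were not well above background on any array, so no fold is given. Those named UFOG6_MANES and K6PF2_ARATH were measured on 1 WT array and no irJAZd array, so no fold is given for these either. The fructokinase probe named SCRK1_ORYSJ was measured on 2 WT arrays and 1 irJAZd array and changed by -1.94 (standard error 0.79, adjusted p = 0.153, limma), a value that includes arrays below background. It passed the threshold only after normexp background correction (adjusted p = 0.00106, limma) and with array weights (adjusted p = 0.0139, limma). Over the other settings its adjusted p from limma ran up to 0.467. Normexp background correction and array weights called 27294 and 13768 lower probes, the most of all settings.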

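The lists of sugar transporter, glycosyltransferase, fructokinase, callose synthase and 6-phosphofructokinase probes held 170 probes together. Of these 100 had a mean signal over the 6 arrays above the limit, where 54 had a lower and 46 a higher mean in irJAZd and the median log2 change was -0.02, running from -0.09 after normexp background correction to 0.02 with the 75th percentile over measured probes. At an adjusted p under 0.05 from limma, 2 of the 100 were lower and 3 were higher. Taking probes by this mean leaves out R1AP1_XENTR, UFOG6_MANES, CALS6_ARATH and K6PF2_ARATH, 4 of the 5 probes with the largest fall in their list, so the counts over the 100 leave such dim probes open. Over all 170 probes 32 were called lower, and 28 of these were below background on every array. From the lower transcript levels of primary metabolic genes in irJAZd leaves, the paper proposes a reduced nutrient supply from leaves to flowers as a possible reason for the abscission, apart from direct changes in flowers.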

Previous studies suggested that JA signaling might regulate sink-source relationship by regulating expression and/or accumulation of vegetative storage proteins (VSPs) in soybean plants [56], [57]. Further experiments are required to elucidate the emerging pleiotropic roles of NaJAZd in plant metabolism, development and defense.

## Discussion

### NaJAZd is a Minor Defense Regulator in *N. attenuata*

Previously, a dominant-negative truncated forms of NtJAZ1and NtJAZ3 proteins from *N. tabacum*, a close homologues of *N. attenuata* NaJAZd and NaJAZa, respectively, repressed the MeJA-induced nicotine and related alkaloid accumulations in cultivated tobacco cells [35]. However, truncation of JAZ proteins affects the overall JAZ-mediated signaling so the plants become completely “deaf” to JA signaling. In other words, experiments with truncated JAZs can only tell us that certain metabolites, such as nicotine, are indeed JAZ-regulated but cannot pinpoint the causative JAZ protein(s) involved. In contrast, targeted gene silencing is more useful but such analyses are frequently confounded by redundancy of gene function, and/or the lack of sophisticated, ecologically realistic phenotypic screens. Despite predicted and/or observed redundancy in the function of JAZ proteins [16], [17], [58], we reported that NaJAZh alone is able to suppress the accumulation of two herbivore-induced defense metabolites, HGL-DTGs and TPIs in *N. attenuata*. In addition, silencing of *NaJAZh* by RNAi strongly reduced the performance of *M. sexta* larvae on these plants [31]. In the follow up experiments, we therefore decided to use gene silencing to examine the function of NaJAZd.

Overall, our data suggest that NaJAZd protein is another negative JAZ regulator involved in defense, particularly in nicotine accumulation. *NaJAZd*-silencing allowed higher accumulation of nicotine in simulated herbivory-treated plants at 48 and 72 h (Figure 2C). Regulation of nicotine levels by NaJAZd was specific to this alkaloid as other defensive secondary metabolites such as HGL-DTGs or TPIs, previously shown to be controlled by NaJAZh [31], were not altered. However, the control of NaJAZd over nicotine levels was marginal as irJAZd plants did not contain constitutively increased nicotine levels as would be expected if NaJAZd was a master repressor of nicotine biosynthesis. Previously, silencing of NaJAZh, a master repressor of HGL-DTGs and TPIs caused significant increase in basal levels of these otherwise inducible metabolites in irJAZh plants [31]. Eventually, the changes in nicotine levels in *NaJAZd*-silenced plants were not sufficient to affect growth of a specialist herbivore *M. sexta* feeding on irJAZd plants in glasshouse (Figure 2A), and several native herbivores of *N. attenuata* in native habitat of this plant (Figure 3).

Our initial data thus suggested that NaJAZd might not be a major player in defense. We therefore searched for alternative functions of this protein, finding an independent, fitness-related role of NaJAZd. The expression of *NaJAZd* was required for WT-level retention of flowers in *N. attenuata* inflorescences, a finding not surprising as JA is known to control various aspects of flower development. Furthermore, functional specialization of JAZ proteins in both defense and growth has already been proposed by other authors [10], [30], [31].

### NaJAZd Affects JA Signaling in Flowers and Counteracts Flower Abscission

The irJAZd plants were not different from WT in their vegetative growth; however, more irJAZd flowers abscised compared to WT, which significantly reduced the number of mature seed capsules (Figures 4 and 5). Ethylene is known to be a critical regulator of flower abscission (reviewed in [49]), but in follow up analyses, ethylene emissions were found unaltered in irJAZd flowers compared to WT (Figure 6B). Plants blocked in ethylene perception (*etr1* mutants) show a typical flower corolla-retention phenotype where corollas remain attached to even ripe capsules [59]–[61], demonstrating that perception of the post-pollination ethylene burst triggers corolla abscission after successful pollination [61]–[63]. However, in irJAZd plants, whole flowers abscised after separation of pedicels from inflorescences, which was a distinctly different process from that of the ethylene-mediated corolla abscission.

In contrast to ethylene, the patterns of JA and JA-Ile accumulation are altered in irJAZd flowers compared to WT (Figure 6B), which re-connects NaJAZd to its expected function as an endogenous regulator of JA signaling, albeit in flowers. It has been widely reported that JA affects flower development [23], [64], [65], but JA function has been typically associated with male sterility. For example, defects in pollen maturation and pistil elongation disabled efficient self-pollination in COI1 mutant plants [14], [66], [67]). Here, our data provide a novel insight into JA function in flower development. irJAZd phenotype is likely a combined effect of reduced JA and JA-Ile levels and/or impaired JA signaling due to silencing of NaJAZd repressor in the flowers. At present, no other JA-deficient *N. attenuata* genotypes, including irAOC (strongly silenced in expression of allene oxide cyclase) and irCOI1 (silenced in expression of coronatine insensitive 1) plants have been reported to show a similar flower abscission phenotype. Whether the effect of NaJAZd is on the enzymes that degrade JA or promotes JA biosynthesis in the flowers by suppressing a putative negative regulator of biosynthetic genes, remains to be determined. From our data and the expression of the key flower regulator NaMYB305, we propose that the function of NaJAZd is to maintain optimal levels of JA throughout flower development, which in turn, provides sufficient expression and function of MYB305 transcriptional regulator. Previously, plants silenced in expression of *NaMYB305* gene were completely sterile due to complete abscission of buds and early elongated flowers [52]. The silencing of *NaMYB305* in *N. attenuata* was partially counteracted by inhibiting ethylene perception with 1-MCP treatments, and it is therefore possible that the lack of NaJAZd and dysfunction of MYB305 may be caused by an exaggerated sensitivity to otherwise normal levels of ethylene in irJAZd flowers.

The homologues of NaMYB305 in petunia and *N. tabacum* regulate flower-specific flavonoid biosynthetic genes (phenylalanine ammonia-lyase; *PAL*, chalcone isomerase; *CHI*, and chalcone synthase; *CHS*) and two nectarines (nectarin1; *NEC1*, nectrain5; *NEC5*). Nectarines, in particular, are known to be involved in direct flower defense, which may link NaJAZd function back to defense. Previously, NEC1 has been shown to control the production of hydrogen peroxide (H_2_O_2_) in nectar together with NEC3 and NEC 5 proteins and high levels of antimicrobial H_2_O_2_ (up to 4 mM) are thought to protect the gynoecium and developing ovules from invading microorganisms [55], [68], [69]. Recently, MYB305 has been also shown to mediate additional functions in the maturation of the tobacco nectary by controlling the expression of several starch metabolic genes [53].

Although we found altered JA levels and direct changes in flower gene expression, it should not be forgotten that NaJAZd is strongly regulated by herbivory stress in *N. attenuata* leaves. The regulatory role of NaJAZd over several primary metabolic genes in leaves during simulated herbivory, as revealed by microarray analysis of the leaves, offers an alternative mode of action for NaJAZd via control and/or redistribution of nutrients, which then might indirectly affect flower and capsule development in *N. attenuata*.

### Conclusions

Increased flower abscission in *NaJAZd*-silenced plants points to a novel function of JAZ proteins in plants. The absence of NaJAZd negatively affected the fitness of plants as the production of seed capsules (and seeds) in irJAZd plants were reduced by around 20 percent. Our data suggest that NaJAZd is required for a proper accumulation and/or maintenance of *NaMYB305* transcript levels in developing flowers, revealing a new function and requirement of *NaMYB305* in flower retention during later stages of flowering that can optimize fitness and seed production in plants.

## Materials and Methods

### Plant material and Growth Conditions

All experiments were conducted with 31^st^ inbred generation of *N. attenuata*. Seeds were germinated and grown in the glasshouse as previously described in Krügel et al. [70]. Plants were maintained under 16 h daylight supplemented by Philips Master Sun-T PIA Agro 400 W or 600 W sodium lights at 23–25°C and 8 h dark at 19–23°C, 45 to 55% relative humidity.

To generate inverted repeat (ir) JAZd plants, we cloned a 303 bp fragment of *NaJAZd* gene (Figure S1A) as an inverted repeat into pSOL8 transformation vector [71] containing hygromycin (*hptII*) resistance gene as plant selection maker (Figure S1B). *Agrobacterium tumefaciens*-mediated plant transformation was conducted essentially as described in Krügel et al. [70]. The best *NaJAZd*-silenced, single T-DNA insertion transgenic lines (irJAZd-4, -8, and -10) were selected on hygromycin and subjected to Southern blot (Figure S1C) and quantitative real-time PCR (qPCR; Figure 1B)) analyses as described in Oh et al. [31].

Experiments were conducted with transition leaves (i.e., leaves undergoing the source-sink transition at node -1) using approximately 30-d-old rosette-stage *N. attenuata* plants. Four different developmental stages of flowers were collected from approximately 57-d-old flowering *N. attenuata* plants.

### Quantitative Real-time PCR

Total RNA was extracted from approximately 100 mg of frozen leaves or flower tissues ground in liquid nitrogen using Trizol reagent as recommended by manufacturer (Invitrogen). Total RNA was treated with RQ1 RNase-Free DNase (Promega), phenol extracted and precipitated by addition of 3M sodium acetate (pH 5.2) and 100% ethanol. First strand cDNA was synthesized from 1 µg of RNA using oligo-dT primer (Fermentas) and RevertAid™ H Minus reverse transcriptase (Fermentas) following manufacturer’s protocol. Quantitative real-time PCR (qPCR) was conducted with the core reagent kit for SYBR Green I (Eurogentec) and gene-specific primer pairs (Table S3) using Mx3005P PCR cycler (Stratagene). Relative transcript abundances were calculated from dilution series of standard curves and normalized by *NtEF1α* gene (*N. tabacum* elongation factor 1*α*) expression.

### Herbivore Performance in the Glasshouse

To determine herbivore performance, freshly hatched specialist herbivore *M. sexta* neonates were placed on selected rosette leaves of 20 each WT and two independent irJAZd line plants (irJAZd-4 and -8). The larval fresh mass was measured on 4^th^, 6^th^, 8^th^, 10^th^, 12^th^ d after initial feeding.

### Phytohormone Analyses

To determine JA, JA-Ile, SA and ABA levels in WT and irJAZd plants, phytohormones were extracted from approximately 100 mg frozen leaves or flowers. Plant tissues were homogenized with 1 mL of internal standard (200 ng of [^2^H_2_]JA, and 40 ng each of JA-[^13^C_6_]Ile, [^2^H_4_]SA and [^2^H_6_]ABA)-spiked ethyl acetate and 2 steel balls in a Genogrider 2000 (SPEX Certi Prep) at 1000 strokes per minute for 10 min. The extracts were centrifuged at 16,100 *g* at 4°C for 15 min, and the upper organic phases were transferred to clean microcentrifuge tubes and dried in vacuum concentrator (Eppendorf) at 30°C. The residues were re-suspended in 500 µL (for leaf) or 200 µL (for flowers) of 70% (v/v) methanol : water and centrifuged. 10 µL of particle free supernatant was analyzed in Varian 1200 LC-ESI-MS/MS system (Varian) as described in Oh et al. [31].

Ethylene emissions were measured with a photoacoustic spectrometer (INVIVO; https://www.invivo-gmbh.de) as described in von Dahl et al. [72]. irJAZd and WT plants were grown in the glasshouse until flowering stage and five flowers were collected from each stage of flowers to measure ethylene in 250 mL flasks. Flowers were incubated for 5 h to accumulate ethylene in the flasks and accumulated ethylene in the headspace was flushed with a 130 to 150 mL/min flow of purified air into spectrometer where it was measured against known amount of ethylene standard. The results were normalized by fresh mass of flowers used in each measurement.

### Analysis of Secondary Metabolites by HPLC

Plants materials (∼100 mg) were homogenized with 1 mL of acetate buffer (60% buffer A; 2.3 mL/L of acetic acid, 3.41 g/L ammonium acetate adjusted to pH 4.8 with 1 M NH_4_OH, and 40% (v/v) methanol) and analyzed by HPLC (Agilent-HPLC 1100 series) coupled with PDA (Photo Diode Array, Agilent) and ELS (Evaporative Light Scattering, Varian) detectors as described in Oh et al. [31].

### Field Bioassays

The field experiments were performed in the native habitat of *N. attenuata*, the Lytle Ranch Preserve, Utah, Santa Clara, USA. The release of transgenic plants was carried under the Animal and Plant Health Inspection Service (APHIS) notification 06-242-3r-a3 and the seeds were imported to USA under permit number 07-341-101n. The seeds of EV and irJAZd-8 plants were germinated on Gamborg’s B5 medium as described in earlier section (Plant material and growth conditions). About 15 d-old seedlings were transferred to pre-hydrated 50 mm peat pellets (Jiffy 703, http://www.jiffypot.com) and seedlings were gradually adapted to the high light and low relative humidity of the habitat over a 2-week-period. Finally, pre-adapted rosette-stage plants were transplanted on the field plot and watered daily until roots have established for approximately 2 weeks, after which the plants were grown without watering. 15 pairs of EV and irJAZd-8 plants were planted and grown in the field plot and monitored for damage from native herbivores. Damage of plants by native herbivores was determined by estimating the percentages of total leaf area of plants damaged by each herbivore: Noctuidae larvae, *Spodoptera* spp.; flea beetles, *Epitrix* species; and mirids, *Tupiocoris notatus*. A result of representative measurement conducted on 15^th^, May, 2010 is shown in the Figure 3.

### Seed Capsule and Flower Counts

The number of seed capsules at four different developmental stages of flowers (buds, elongated-, open-, and abscised flowers) were counted in 3 d intervals from 42 d until 63 d after germination that covered complete reproductive stage of *N. attenuata* plants. Seed capsules were counted after complete maturation of plants. For counting abscised flowers, the plants were placed in separate plastic trays (30×52 cm) and kept apart to avoid mixing of abscised flowers. Every 3 d, buds, elongated- and open flowers on the plants, and newly abscised flowers on each tray were counted.

### Hand-pollination Experiments

Plants were kept in the glasshouse until flowering stage (approximately 55 d after germination) and all fully elongated but still green flowers of each WT, irJAZd-4 and irJAZd-8 plants were labeled previous evening and half of the flowers were hand-pollinated when the flowers opened next morning. Control half-set of the plants remained intact and was allowed to self-pollinate only. Hand-pollinations were repeated 4-times with ripe pollen from the same flowers by spreading pollen on stigma with a fine brush and the percentage of mature capsules resulting from hand- and self-pollinated flowers were counted after 10 d period.

### Microarray Experiment

Untreated and W+OS-treated leaves of 30-d-old WT and irJAZd-8 plants were used for microarrays. Total RNA was extracted as described in Kistner and Matamoros, [73] and cDNA preparation and hybridizations were performed as described in Kallenbach et al. [74]. Raw microarray data were normalized by 75 percentile, log2 transformed and processed by SAM software version 3.11 (Significance Analysis of Microarrays; Stanford University, USA; [75]). 

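SAM, which ranks probes by a difference over its standard error plus a constant and estimates the false discovery rate by reassigning the arrays, was run with all 20 assignments of the 6 arrays to the genotypes. The constant was 0.231. At the first limit with an estimated false discovery rate at or under 2.09%, the rate being 1.56%, SAM called 29 lower and 10 higher probes, of which 24 and 9 had changed more than 3-fold. Without any threshold on p, 173 probes were more than 3-fold lower and 83 more than 3-fold higher in irJAZd.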

For selection and annotation of genes, false discovery rates (FDR) ≤2.09% and greater than 3-fold signal changes (irJAZd vs. WT) were used. QC table showing the technical variability of 30 selected control genes spotted in 10 different locations of microarray chip is shown in Table S4. 

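The 10 spots of each of the 30 genes gave a technical SD on the log2 scale within each array. Over the 30 genes and 6 arrays its median was 0.0823. The median over the 30 genes was 0.232 on the array of WT replicate 1 and between 0.0727 and 0.0753 on the other 5 arrays. With the array of WT replicate 1 left out the median was 0.0745. The unprocessed mean signal gave a median of 0.163. By array its median was 0.198 on WT replicate 1 and between 0.143 and 0.180 on the other 5 arrays, a smaller excess. The largest technical SD, pooled over the arrays, was 0.705 for Na_454_05873 (H2B7_ARATH), which reached 1.72 on WT replicate 1 and at most 0.103 on any other array, and the smallest was 0.0543 for Na_454_00339 (GLN11_ORYSJ). Between the arrays of a genotype the means of the spots had a median SD of 0.149 in WT and 0.140 in irJAZd. These are SDs of means over 10 spots, whose technical error is smaller than that of single spots. Setting them beside the technical SD of single spots therefore overstates the technical part. They lie above the median technical SD over all arrays but below that of WT replicate 1. With that array set aside, 18 of the 30 genes had a technical SD within every array below their SD of WT array means. At an adjusted p under 0.05 from limma, 3 of the 30 genes differed between the genotypes.

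**Figure D2:**
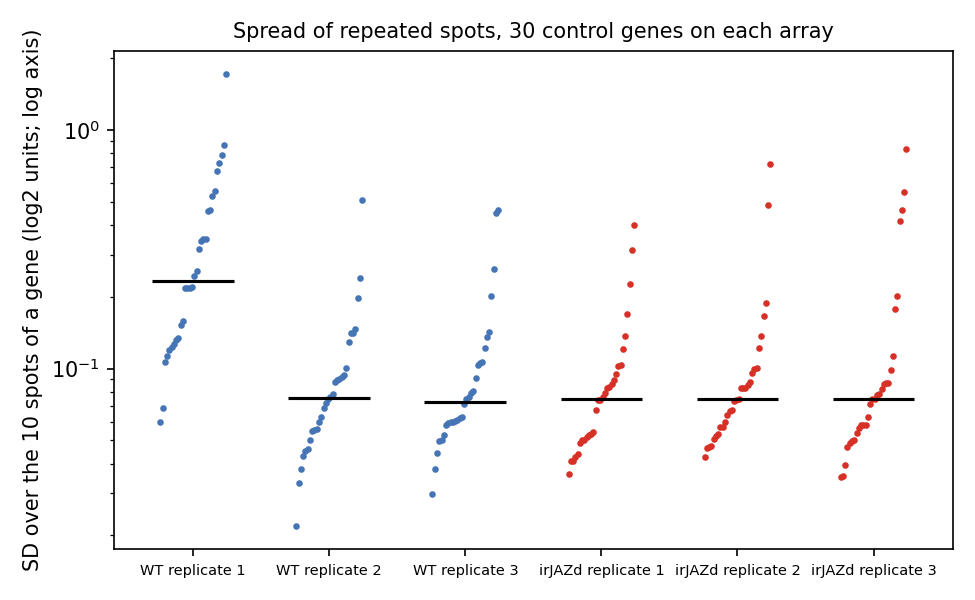
Technical SD of the log2 signal over 10 spots (vertical axis) on each of the 6 arrays (horizontal axis), 1 point per control gene with the median of the 30 genes marked. The median of WT replicate 1 is 0.232, and the medians of the other arrays lie between 0.0727 and 0.0753.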

All data were deposited to public GEO (Gene Expression Omnibus) repository under accession number GSE43395. The genes were annotated after processing each entry by Blast-X program (E-value <1–5e) and classified into groups based on GO classification from TAIR (http://www.arabidopsis.org).

### Statistical Analyses

Data were analyzed with StatView 5.0 software (SAS institute) using appropriate methods such as Student t-test for pair comparisons and ANOVA Fisher’s PLSD for multiple samples.

## Supporting Information

Figure S1 **Generation of stable** ***NaJAZd*** **-silenced** ***N. attenuata*** **plants.** (A) A 303 bp region in *NaJAZd* gene used for gene silencing is shown in red letters. (B) The pSOL8JAZd vector containing inverted repeat of *NaJAZd* gene used for *Agrobacterium tumefaciens*-mediated transformation and generation of stably silenced *N. attenuata* irJAZd plants. (C) Southern blot analysis of 6 independently transformed irJAZd (irJAZd-1, -2, -4, -8, -9, and -10) lines and WT. The genomic DNA was digested with *Xba*I enzyme and hybridized with a ^32^P-labeled probe coding for the hygromycin resistance gene located between the right and left T-DNA borders of the transformation vector pSOL8JAZd. The black boxes indicate single T-DNA insertion lines selected for further experiments: irJAZd-4, -8, and -10.
(TIF) Click here for additional data file.

Figure S2 **Transcript abundances of other** ***NaJAZ*** **genes in irJAZd plants.** Transcript abundances of other *NaJAZ* genes were determined by qPCR in the leaves of irJAZd and WT plants before and 1 h after W+OS elicitation; bars indicate *EF1α*-normalized relative transcript abundances ± SE (*n = 3*) and different letters indicate significant differences among the combination of genotypes (WT vs. independent *NaJAZd*-silenced lines, irJAZd-8, 10) and treatments determined by one-way-ANOVA (P≤0.05); n.s, not significantly different.
(TIF) Click here for additional data file.

Figure S3 ***NaJAZd*** **-silencing does not significantly alter basal or herbivory-induced phytohormones levels.** Rosette stage plants of WT and irJAZd (irJAZd-4, -8 and -10) were treated with W+OS and harvested before, 1 and 2 h after treatment. Mean ± SE levels of JA, ABA and SA (*n = 3*) were determined by LC- ESI-MS/MS using internal deuterium-labeled phytohormone standards. Different letters indicate significant differences among the different genotypes (WT vs. independent *NaJAZd* silenced lines, irJAZd-4, -8, 10) at the same time points by ANOVA (P≤0.05); n.s, not significantly different. FM, fresh mass.
(TIF) Click here for additional data file.

Figure S4 ***NaJAZd*** **-deficiency does not affect levels of defense-related secondary metabolites, HGL-DTGs and TPIs, in irJAZd plants.** Rosette stage WT and irJAZd (irJAZh-4, -8 and -10) plants were treated with W+OS and harvested before and 24, 48, and 72 h after treatment for determination of total HGL-DTGs levels and trypsin protease inhibitors (TPIs) activity. (A) Mean ± SE levels of total HGL-DTGs measured by HPLC coupled to ELS (Evaporative Light Scattering) detector (*n = 3*). (B) Mean ± SE levels of TPI activities determined by radial diffusion assay (*n = 3*). Different letters in A and B indicate significant differences among the different genotypes (WT vs. independent *NaJAZd* silenced lines, irJAZd-4, -8, 10) at the same time point determined by one-way-ANOVA (P≤0.05); n.s, not significantly different. FM, fresh mass.
(TIF) Click here for additional data file.

Figure S5 **Hand-pollination does not rescue seed capsule formation in irJAZd plants.** Plants were kept in the glasshouse until flowering stage (approximately 55 d after germination) and, in the previous evening, all fully elongated flowers ready to open next morning were labeled with color strings. In half of the plants, hand- pollination was conducted while second half remained exclusively self-pollinated. Approximately 10 d later, mature seed capsules resulting from labeled flowers in each group were counted and percentage of capsules originating from self- and hand-pollination groups of WT and irJAZd plants were determined (*n = 24*). Different letters indicate significant differences among the different genotypes (WT vs. independent *NaJAZd*-silenced lines, irJAZd-4, -8) at the same condition determined by one-way-ANOVA (P≤0.05).
(TIF) Click here for additional data file.

Figure S6 **Flowers and buds of irJAZd transgenic and WT plants at F1–F4 stages of development.** Flower buds and flowers were detached from 57-d-old plants and photographed to capture the highly similar morphology of flowers in two transgenic irJAZd-4 and -8 lines and WT.
(TIF) Click here for additional data file.

Figure S7 **NaJAZd regulates phytohormone levels and flower development-related genes.** WT and irJAZd-4 plants were grown in glasshouse and four different developmental stages of flowers (F1, F2, F3, and F4) were collected 57 d after germination. (A) Transcript abundances of *NaJAZd* determined by qPCR in irJAZd-4 flowers were significantly lower compared to WT. (B) Mean JA and JA-Ile levels ± SE determined by LC-ESI-MS/MS using four individual stage flowers and mean ethylene levels ± SE measured by photoacoustic spectrometer using a mixture of five flowers of each stage. (C) Transcripts abundances of flower development-related genes, *NaMYB305*, *NaNEC1*, and *NaCHAL* determined by qPCR: irJAZd-4 plants were impaired in expression of *NaMYB305* gene in last stage of flower development (F4) while *NaNEC1* and *NaCHAL* transcripts were unaltered in irJAZd-4 compared to WT flowers. Bars ± SE in (C) show *EF1α*-normalized relative transcript abundances. Statistical differences in phytohormones, JA, JA-Ile, ethylene (*n = 4*), and transcript abundances (*n = 4*) were determined by Student t-test. Asterisks represent significant differences between WT and irJAZd in same stage of flowers (*P≤0.05, **P≤0.01, ***P≤0.001); n.s, not significantly different; FM, fresh mass.
(TIFF) Click here for additional data file.

Table S1 **Up-regulated genes in irJAZd plants compared to WT plants determined by microarrays.**
(PDF) Click here for additional data file.

Table S2 **Down-regulated genes in irJAZd plants compared to WT plants determined by microarrays.**
(PDF) Click here for additional data file.

Table S3 **Primer sequences used in quantitative real time PCR (qPCR).**
(PDF) Click here for additional data file.

Table S4 **QC table showing technical variability of 30 selected control genes spotted in 10 different locations on microarray chips.**
(PDF) Click here for additional data file.

Text S1 **Nucleotide sequence alignment of** ***NaJAZ*** **genes and inverted repeat (ir) construct used for NaJAZd silencing in irJAZh plants.**
(PDF) Click here for additional data file.

## References

[1] StraussSY, RudgersJA, LauJA, IrwinRE (2002) Direct and ecological costs of resistance to herbivory. Trends Ecol Evol 17: 278–285.

[2] KesslerA, BaldwinIT (2004) Herbivore-induced plant vaccination. Part I. The orchestration of plant defenses in nature and their fitness consequences in the wild tobacco *Nicotiana attenuata* . Plant J 38: 639–649.1512577010.1111/j.1365-313X.2004.02076.x

[3] ZavalaJA, PatankarAG, GaseK, BaldwinIT (2004) Constitutive and inducible trypsin proteinase inhibitor production incurs large fitness costs in *Nicotiana attenuata* . Proc Natl Acad Sci USA 101: 1607–1612.1475782910.1073/pnas.0305096101PMC341788

[4] Steppuhn A, Baldwin IT (2008) Induced defenses and the cost-benefit paradigm. In: Schaller A, editor: Springer Netherlands. 61–83.

[5] Baena-GonzálezE, SheenJ (2008) Convergent energy and stress signaling. Trends Plant Sci 13: 474–482.1870133810.1016/j.tplants.2008.06.006PMC3075853

[6] McSteenP, ZhaoY (2008) Plant hormones and signaling: common themes and new developments. Dev Cell 14: 467–473.1841072410.1016/j.devcel.2008.03.013

[7] BalbiV, DevotoA (2008) Jasmonate signalling network in *Arabidopsis thaliana*: crucial regulatory nodes and new physiological scenarios. New Phytol 177: 301–318.1804220510.1111/j.1469-8137.2007.02292.x

[8] SchallerA, StintziA (2009) Enzymes in jasmonate biosynthesis-structure, function, regulation. Phytochemistry 70: 1532–1538.1970369610.1016/j.phytochem.2009.07.032

[9] WasternackC (2007) Jasmonates: an update on biosynthesis, signal transduction and action in plant stress response, growth and development. Ann Bot 100: 681–697.1751330710.1093/aob/mcm079PMC2749622

[10] HoweGA, JanderG (2008) Plant immunity to insect herbivores. Annu Rev Plant Biol 59: 41–66.1803122010.1146/annurev.arplant.59.032607.092825

[11] WuJ, BaldwinIT (2010) New insights into plant responses to the attack from insect herbivores. Annu Rev Genet 44: 1–24.2064941410.1146/annurev-genet-102209-163500

[12] De GeyterN, GholamiA, GoormachtigS, GoossensA (2012) Transcriptional machineries in jasmonate-elicited plant secondary metabolism. Trends Plant Sci 17: 349–359.2245975810.1016/j.tplants.2012.03.001

[13] GutierrezL, MongelardG, FlokováK, PăcurarDI, NovákO, et al (2012) Auxin controls *Arabidopsis* adventitious root initiation by regulating jasmonic acid homeostasis. Plant Cell 24: 2515–2527.2273040310.1105/tpc.112.099119PMC3406919

[14] FeysB, BenedettiCE, PenfoldCN, TurnerJG (1994) *Arabidopsis* mutants selected for resistance to the phytotoxin coronatine are male sterile, insensitive to methyl jasmonate, and resistant to a bacterial pathogen. Plant Cell 6: 751–759.1224425610.1105/tpc.6.5.751PMC160473

[15] DevotoA, EllisC, MagusinA, ChangHS, ChilcottC, et al (2005) Expression profiling reveals COI1 to be a key regulator of genes involved in wound- and methyl jasmonate-induced secondary metabolism, defence, and hormone interactions. Plant Mol Biol 58: 497–513.1602133510.1007/s11103-005-7306-5

[16] ChiniA, FonsecaS, FernandezG, AdieB, ChicoJM, et al (2007) The JAZ family of repressors is the missing link in jasmonate signalling. Nature 448: 666–671.1763767510.1038/nature06006

[17] ThinesB, KatsirL, MelottoM, NiuY, MandaokarA, et al (2007) JAZ repressor proteins are targets of the SCF(COI1) complex during jasmonate signalling. Nature 448: 661–665.1763767710.1038/nature05960

[18] FonsecaS, ChiniA, HambergM, AdieB, PorzelA, et al (2009) (+)-7-iso-Jasmonoyl-L-isoleucine is the endogenous bioactive jasmonate. Nat Chem Biol 5: 344–350.1934996810.1038/nchembio.161

[19] BrowseJ, WagerA (2012) Social network: JAZ protein interactions expand our knowledge of jasmonate signaling. Front Plant Sci 3: 1–11.2262927410.3389/fpls.2012.00041PMC3355530

[20] HouX, LeeLYC, XiaK, YanY, YuH (2010) DELLAs modulate jasmonate signaling via competitive binding to JAZs. Dev Cell 19: 884–894.2114550310.1016/j.devcel.2010.10.024

[21] PauwelsL, BarberoGF, GeerinckJ, TillemanS, GrunewaldW, et al (2010) NINJA connects the co-repressor TOPLESS to jasmonate signalling. Nature 464: 788–791.2036074310.1038/nature08854PMC2849182

[22] ZhuZ, AnF, FengY, LiP, XueL, et al (2011) Derepression of ethylene-stabilized transcription factors (EIN3/EIL1) mediates jasmonate and ethylene signaling synergy in *Arabidopsis* . Proc Natl Acad Sci USA 108: 12539–12544.2173774910.1073/pnas.1103959108PMC3145709

[23] SongS, QiT, HuangH, RenQ, WuD, et al (2011) The jasmonate-ZIM domain proteins interact with the R2R3-MYB transcription factors MYB21 and MYB24 to affect jasmonate-regulated stamen development in *Arabidopsis* . Plant Cell 23: 1000–1013.2144779110.1105/tpc.111.083089PMC3082250

[24] QiT, SongS, RenQ, WuD, HuangH, et al (2011) The jasmonate-ZIM-domain proteins interact with the WD-Repeat/bHLH/MYB complexes to regulate jasmonate-mediated anthocyanin accumulation and trichome initiation in *Arabidopsis thaliana* . Plant Cell 23: 1795–1814.2155138810.1105/tpc.111.083261PMC3123955

[25] WildM, DavièreJ-M, CheminantS, RegnaultT, BaumbergerN, et al (2012) The *Arabidopsis* DELLA RGA-LIKE3 is a direct target of MYC2 and modulates jasmonate signaling responses. Plant Cell 24: 3307–3319.2289232010.1105/tpc.112.101428PMC3462633

[26] ShikataM, MatsudaY, AndoK, NishiiA, TakemuraM, et al (2004) Characterization of *Arabidopsis* ZIM, a member of a novel plant-specific GATA factor gene family. J Exp Bot 55: 631–639.1496621710.1093/jxb/erh078

[27] VanholmeB, GrunewaldW, BatemanA, KohchiT, GheysenG (2007) The tify family previously known as ZIM. Trends Plant Sci 12: 239–244.1749900410.1016/j.tplants.2007.04.004

[28] YanY, StolzS, ChetelatA, ReymondP, PagniM, et al (2007) A downstream mediator in the growth repression limb of the jasmonate pathway. Plant Cell 19: 2470–2483.1767540510.1105/tpc.107.050708PMC2002611

[29] MelottoM, MeceyC, NiuY, ChungHS, KatsirL, et al (2008) A critical role of two positively charged amino acids in the Jas motif of *Arabidopsis* JAZ proteins in mediating coronatine- and jasmonoyl isoleucine-dependent interactions with the COI1 F-box protein. Plant J 55: 979–988.1854739610.1111/j.1365-313X.2008.03566.xPMC2653208

[30] ShyuC, FigueroaP, DePewCL, CookeTF, SheardLB, et al (2012) JAZ8 lacks a canonical degron and has an EAR motif that mediates transcriptional repression of jasmonate responses in *Arabidopsis* . Plant Cell 24: 536–550.2232774010.1105/tpc.111.093005PMC3315231

[31] OhY, BaldwinIT, GalisI (2012) NaJAZh regulates a subset of defense responses against herbivores and spontaneous leaf necrosis in *Nicotiana attenuata* plants. Plant Physiol 159: 769–788.2249651010.1104/pp.112.193771PMC3375940

[32] SehrEM, AgustiJ, LehnerR, FarmerEE, SchwarzM, et al (2010) Analysis of secondary growth in the *Arabidopsis* shoot reveals a positive role of jasmonate signalling in cambium formation. Plant J 63: 811–822.2057931010.1111/j.1365-313X.2010.04283.xPMC2988407

[33] RobsonF, OkamotoH, PatrickE, HarrisS-R, WasternackC, et al (2010) Jasmonate and phytochrome a signaling in *Arabidopsis* wound and shade responses are integrated through JAZ1 stability. Plant Cell 22: 1143–1160.2043590210.1105/tpc.109.067728PMC2879735

[34] KimKC, HanJ-A, LeeJ, MaengJ, HurY (2011) Gene encoding PnFL-2 with TIFY and CCT motifs may control floral induction in *Pharbitis nil* . Genes Genom 33: 229–236.

[35] ShojiT, OgawaT, HashimotoT (2008) Jasmonate-induced nicotine formation in tobacco is mediated by tobacco *COI1* and *JAZ* genes. Plant Cell Physiol 49: 1003–1012.1849268710.1093/pcp/pcn077

[36] SunJQ, JiangHL, LiCY (2011) Systemin/jasmonate-mediated systemic defense signaling in tomato. Mol Plant 4: 607–615.2135764710.1093/mp/ssr008

[37] DemianskiAJ, ChungKM, KunkelBN (2012) Analysis of *Arabidopsis* JAZ gene expression during *Pseudomonas syringae* pathogenesis. Mol Plant Pathol 13: 46–57.2172639410.1111/j.1364-3703.2011.00727.xPMC6638877

[38] YeH, DuH, TangN, LiX, XiongL (2009) Identification and expression profiling analysis of TIFY family genes involved in stress and phytohormone responses in rice. Plant Mol Biol 71: 291–305.1961827810.1007/s11103-009-9524-8

[39] SeoJS, JooJ, KimMJ, KimYK, NahmBH, et al (2011) OsbHLH148, a basic helix-loop-helix protein, interacts with OsJAZ proteins in a jasmonate signaling pathway leading to drought tolerance in rice. Plant J 65: 907–921.2133284510.1111/j.1365-313X.2010.04477.x

[40] IsmailA, RiemannM, NickP (2012) The jasmonate pathway mediates salt tolerance in grapevines. J Exp Bot 63: 2127–2139.2222380810.1093/jxb/err426PMC3295401

[41] ZhuD, CaiH, LuoX, BaiX, DeyholosMK, et al (2012) Over-expression of a novel JAZ family gene from *Glycine soja*, increases salt and alkali stress tolerance. Biochem Biophys Res Commun 426: 273–279.2294385510.1016/j.bbrc.2012.08.086

[42] ShojiT, YamadaY, HashimotoT (2000) Jasmonate induction of putrescine N-methyltransferase genes in the root of *Nicotiana sylvestris* . Plant Cell Physiol 41: 831–839.1096593910.1093/pcp/pcd001

[43] SteppuhnA, GaseK, KrockB, HalitschkeR, BaldwinIT (2004) Nicotine's defensive function in nature. PLoS Biol 2: e217.1531464610.1371/journal.pbio.0020217PMC509292

[44] JassbiAR, GaseK, HettenhausenC, SchmidtA, BaldwinIT (2008) Silencing geranylgeranyl diphosphate synthase in *Nicotiana attenuata* dramatically impairs resistance to tobacco hornworm. Plant Physiol 146: 974–986.1796517510.1104/pp.107.108811PMC2259063

[45] HeilingS, SchumanMC, SchoettnerM, MukerjeeP, BergerB, et al (2010) Jasmonate and ppHsystemin regulate key malonylation steps in the biosynthesis of 17-hydroxygeranyllinalool diterpene glycosides, an abundant and effective direct defense against herbivores in *Nicotiana attenuata* . Plant Cell 22: 273–292.2008111410.1105/tpc.109.071449PMC2828710

[46] JongsmaMA, BakkerPL, VisserB, StiekemaWJ (1994) Trypsin inhibitor activity in mature tobacco and tomato plants is mainly induced locally in response to insect attack, wounding and virus infection. Planta 195: 29–35.

[47] JongsmaMA, BakkerPL, PetersJ, BoschD, StiekemaWJ (1995) Adaptation of *Spodoptera exigua* larvae to plant proteinase inhibitors by induction of gut proteinase activity insensitive to inhibition. Proc Natl Acad Sci USA 92: 8041–8045.764453510.1073/pnas.92.17.8041PMC41282

[48] HabibH, FazilKM (2007) Plant protease inhibitors: a defense strategy in plants. Biotechnol Mol Biol Rev 2: 63–85.

[49] Klee HJ, Clark DG (2010) Ethylene signal transduction in fruits and flowers. In: Davies PJ, editor. Plant hormones. Springer Netherlands. 377–398.

[50] Van DoornWG (2002) Effect of ethylene on flower abscission: a survey. Ann Bot 89: 689–693.1210252410.1093/aob/mcf124PMC4233834

[51] DubosC, StrackeR, GrotewoldE, WeisshaarB, MartinC, et al (2010) MYB transcription factors in *Arabidopsis* . Trends Plant Sci 15: 573–581.2067446510.1016/j.tplants.2010.06.005

[52] ColquhounTA, SchwietermanML, WeddeAE, SchimmelBC, MarciniakDM, et al (2011) EOBII controls flower opening by functioning as a general transcriptomic switch. Plant Physiol 156: 974–984.2146447310.1104/pp.111.176248PMC3177291

[53] LiuG, ThornburgRW (2012) Knockdown of MYB305 disrupts nectary starch metabolism and floral nectar production. Plant J 70: 377–388.2215124710.1111/j.1365-313X.2011.04875.x

[54] SablowskiRWM, MoyanoE, Culianez-MaciaFA, SchuchW, MartinC, et al (1994) A flower-specific Myb protein activates transcription of phenylpropanoid biosynthetic genes. EMBO J 13: 128–137.830695610.1002/j.1460-2075.1994.tb06242.xPMC394786

[55] LiuG, RenG, GuirgisA, ThornburgRW (2009) The MYB305 transcription factor regulates expression of nectarin genes in the ornamental tobacco floral nectary. Plant Cell 21: 2672–2687.1978376110.1105/tpc.108.060079PMC2768911

[56] BunkerTW, KoetjeDS, StephensonLC, CreelmanRA, MulletJE, et al (1995) Sink limitation induces the expression of multiple soybean vegetative lipoxygenase mRNAs while the endogenous jasmonic acid level remains low. Plant Cell 7: 1319–1331.754948710.1105/tpc.7.8.1319PMC160954

[57] CreelmanRA, MulletJE (1997) Biosynthesis and action of jasmonates in plants. Annu Rev Plant Physiol Plant Mol Biol 48: 355–381.1501226710.1146/annurev.arplant.48.1.355

[58] ChungHS, HoweGA (2009) A critical role for the TIFY motif in repression of jasmonate signaling by a stabilized splice variant of the JASMONATE ZIM-domain protein JAZ10 in *Arabidopsis* . Plant Cell 21: 131–145.1915122310.1105/tpc.108.064097PMC2648087

[59] ClarkDG, RichardsC, HiliotiZ, Lind-IversenS, BrownK (1997) Effect of pollination on accumulation of ACC synthase and ACC oxidase transcripts, ethylene production and flower petal abscission in geranium (*Pelargonium* × *hortorum* L.H. Bailey). Plant Mol Biol 34: 855–865.929063810.1023/a:1005877809905

[60] WilkinsonJQ, LanahanMB, ClarkDG, BleeckerAB, ChangC, et al (1997) A dominant mutant receptor from *Arabidopsis* confers ethylene insensitivity in heterologous plants. Nat Biotechnol 15: 444–447.913162310.1038/nbt0597-444

[61] JonesML (2008) Ethylene signaling is required for pollination-accelerated corolla senescence in petunias. Plant Sci 175: 190–196.

[62] BhattacharyaS, BaldwinIT (2012) The post-pollination ethylene burst and the continuation of floral advertisement are harbingers of non-random mate selection in *Nicotiana attenuata* . Plant J 71: 587–601.2245859710.1111/j.1365-313X.2012.05011.x

[63] Shimizu-YumotoH, IchimuraK (2012) Effects of ethylene, pollination, and ethylene inhibitor treatments on flower senescence of gentians. Postharvest Biol Technol 63: 111–115.

[64] McConnM, BrowseJ (1996) The critical requirement for linolenic acid is pollen development, not photosynthesis, in an *Arabidopsis* mutant. Plant Cell 8: 403–416.1223938910.1105/tpc.8.3.403PMC161109

[65] MandaokarA, ThinesB, ShinB, Markus LangeB, ChoiG, et al (2006) Transcriptional regulators of stamen development in *Arabidopsis* identified by transcriptional profiling. Plant J 46: 984–1008.1680573210.1111/j.1365-313X.2006.02756.x

[66] XieD (1998) COI1: an *Arabidopsis* gene required for jasmonate-regulated defense and fertility. Science 280: 1091–1094.958212510.1126/science.280.5366.1091

[67] PascholdA, BonaventureG, KantMR, BaldwinIT (2008) Jasmonate perception regulates jasmonate biosynthesis and JA-Ile metabolism: the case of COI1 in *Nicotiana attenuata* . Plant Cell Physiol 49: 1165–1175.1855935610.1093/pcp/pcn091

[68] CarterC, ThornburgRW (2004) Is the nectar redox cycle a floral defense against microbial attack? Trends Plant Sci 9: 320–324.1523127610.1016/j.tplants.2004.05.008

[69] HornerHT, HealyRA, RenG, FritzD, KlyneA, et al (2007) Amyloplast to chromoplast conversion in developing ornamental tobacco floral nectaries provides sugar for nectar and antioxidants for protection. Am J Bot 94: 12–24.2164220310.3732/ajb.94.1.12

[70] KrügelT, LimM, GaseK, HalitschkeR, BaldwinIT (2002) *Agrobacterium*-mediated transformation of *Nicotiana attenuata*, a model ecological expression system. Chemoecology 12: 177–183.

[71] BubnerB, GaseK, BergerB, LinkD, BaldwinIT (2006) Occurrence of tetraploidy in *Nicotiana attenuata* plants after *Agrobacterium*-mediated transformation is genotype specific but independent of polysomaty of explant tissue. Plant Cell Rep 25: 668–675.1651863710.1007/s00299-005-0111-4

[72] Von DahlCC, WinzRA, HalitschkeR, KühnemannF, GaseK, et al (2007) Tuning the herbivore-induced ethylene burst: the role of transcript accumulation and ethylene perception in *Nicotiana attenuata* . Plant J 51: 293–307.1755950610.1111/j.1365-313X.2007.03142.x

[73] Kistner C, Matamoros M (2005) RNA isolation using phase extraction and LiCl precipitation. *Lotus japonicus* Handbook: 123–124.

[74] KallenbachM, GilardoniPA, AllmannS, BaldwinIT, BonaventureG (2011) C12 derivatives of the hydroperoxide lyase pathway are produced by product recycling through lipoxygenase-2 in *Nicotiana attenuata* leaves. New Phytol 191: 1054–1068.2161574110.1111/j.1469-8137.2011.03767.x

[75] TusherVG, TibshiraniR, ChuG (2001) Significance analysis of microarrays applied to the ionizing radiation response. Proc Natl Acad Sci USA 98: 5116–5121.1130949910.1073/pnas.091062498PMC33173

# Supplementary material for: A Jasmonate ZIM-Domain Protein NaJAZd Regulates Floral Jasmonic Acid Levels and Counteracts Flower Abscission in Nicotiana attenuata Plants
**Source:** PLoS One. 2013 Feb 28;8(2):e57868. doi: 10.1371/journal.pone.0057868
**Supplement:** Table S3 — Primer sequences used in quantitative real time PCR (qPCR).

**Table S3.** Primer sequences used in quantitative real time PCR (qPCR)

| Gene name | Primer sequence              |
|-----------|------------------------------|
| NaJAZa FP | CAGTGAAAGCTGAGCAATTCTAGTACTC |
| NaJAZa RP | AGCCTTAGACGAATTGAATACCTACAC  |
| NaJAZb FP | GGGAAAGCTAATTCAAGACAAATGG    |
| NaJAZb RP | TGTATTCTTTAGCCACCAATCTAGC    |
| NaJAZc FP | GGAAAGGGTGATGAACGCTGCA       |
| NaJAZc RP | TATGGCAATAGGCTGCCTTCAGAC     |
| NaJAZd FP | GAGATTGTAGATTCCGGCAAGGTCA    |
| NaJAZd RP | TTCTCAGCTGAATCACCTGA         |
| NaJAZe FP | CAATTTGGTCAAGGAGACGTGA       |
| NaJAZe RP | GGCTCTGATCACAATTACAAGG       |
| NaJAZf FP | CAAGTAGAGAAATGGAGGAG         |
| NaJAZf RP | GCTAGTGATGATATGGAGAAG        |
| NaJAZh FP | TTCTGCTACGCCGCAAGTACTG       |
| NaJAZh RP | GGTATGGCGCTCTAGCCGTTG        |
| NaJAZj FP | CATCATCACCAATTTTCAGAGCCTTC   |
| NaJAZj RP | TCCAATTTTCCAATTTCTCCCAGCA    |
| NaJAZk FP | TCTATGGTGATGTGCCTGCTGAC      |
| NaJAZk RP | AACGGATATCCAAGCTAGCTGTTG     |
| NaJAZl FP | TTGCCAGAAGGAAATCCCTGAAGAG    |
| NaJAZl RP | TCCATCAAAAGCTAGCCCTACTTAGC   |
| NaJAZm FP | AGTGCGTCAAATTTGAGAGCACCA     |
| NaJAZm RP | GCTGCTTGAATCCTCCTTTCTCTTC    |
| NaMYB305  | FP ATGCTAAGTGGGGAAACAG       |
| NaMYB305  | RP GCAATTGCATGGACCAGA        |
| NaNEC1 FP | TGCTGTTTTTGCCGCTCCTT         |
| NaNEC1 RP | ACCACATCGTGGCACAGAGAGT       |
| NaCHAL FP | TTCACGTTTCAAGGCCCAA          |
| NaCHALRP  | TGCTCCATCAGCGAAAAGG          |
| NtEF1a FP | CCCACTTCCCACATTGCTGTCA       |
| NtEF1a RP | CGCATGTCCCTCACAGCAAAAC       |

# Supplementary material for: A Jasmonate ZIM-Domain Protein NaJAZd Regulates Floral Jasmonic Acid Levels and Counteracts Flower Abscission in Nicotiana attenuata Plants
**Source:** PLoS One. 2013 Feb 28;8(2):e57868. doi: 10.1371/journal.pone.0057868
**Supplement:** Table S4 — QC table showing technical variability of 30 selected control genes spotted in 10 different locations on microarray chips.

**Table S4.** QC table showing technical variability of 30 selected control genes spotted in 10 different locations on microarray chips.

The expression values were normalized by 75 percentile and log 2 transformed before calculation average and SE of technical replicates.

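The table's 6 value columns are headed WT-1 to WT-6. When the values of each gene were set in order and compared with the scanner signals, the first 3 columns followed the arrays of WT replicates 1, 2 and 3 and the last 3 those of irJAZd replicates 1, 3 and 2, each apart from a constant, with an SD of the difference of at most 1.49e-06 on the log2 scale. The table's SE was that of the 30 spots of 3 arrays together, so it also holds the difference between arrays. For Na_454_05873 the paper's SE is 0.183 over the first 3 columns and 0.0255 over the last 3, and the scanner signals gave 0.183 and 0.0250. For Na_454_00339 the paper's values are 0.0106 and 0.0648, and the scanner signals gave 0.0108 and 0.0653.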

| Gene ID                    | WT-1     | WT-2     | WT-3     | WT-4     | WT-5     | WT-6     |
|----------------------------|----------|----------|----------|----------|----------|----------|
| <b>Na_454_00153</b>        | 3.102678 | 5.228659 | 5.308914 | 5.49396  | 5.510409 | 5.452788 |
| Na_454_00153               | 5.430365 | 5.292221 | 5.357254 | 5.490642 | 5.550115 | 5.552954 |
| Na_454_00153               | 5.269469 | 5.25465  | 5.301848 | 5.484963 | 5.446494 | 5.490409 |
| Na_454_00153               | 4.916878 | 5.189664 | 5.322145 | 5.417511 | 5.428358 | 5.389279 |
| Na_454_00153               | 5.428364 | 5.318018 | 5.472222 | 5.606294 | 5.58202  | 5.659425 |
| Na_454_00153               | 5.463539 | 5.309923 | 5.455644 | 5.542436 | 5.565891 | 5.533057 |
| Na_454_00153               | 5.390505 | 5.354294 | 5.448306 | 5.488975 | 5.547724 | 5.567554 |
| Na_454_00153               | 5.476523 | 5.325844 | 5.480719 | 5.513835 | 5.584381 | 5.618717 |
| Na_454_00153               | 5.33067  | 5.331533 | 5.408558 | 5.486622 | 5.492589 | 5.523511 |
| Na_454_00153               | 5.411647 | 5.191409 | 5.295528 | 5.453557 | 5.456115 | 5.436405 |
| <b>Average</b>             |          |          | 5.258126 |          |          | 5.519293 |
| <b>Standard Error (SE)</b> |          |          | 0.07736  |          |          | 0.011677 |
| <b>Na_454_00163</b>        | 3.053905 | 2.30161  | 2.172045 | 2.866999 | 2.305365 | 2.440011 |
| Na_454_00163               | 3.110707 | 2.281886 | 2.075472 | 2.846393 | 2.287889 | 2.382794 |
| Na_454_00163               | 2.823222 | 2.258472 | 2.138299 | 2.895422 | 2.416752 | 2.474895 |
| Na_454_00163               | 3.008461 | 2.334496 | 2.163386 | 2.952028 | 2.430628 | 2.52776  |
| Na_454_00163               | 3.129168 | 2.314589 | 2.116558 | 2.841177 | 2.332064 | 2.497375 |
| Na_454_00163               | 3.155948 | 2.31619  | 2.10716  | 2.932141 | 2.394498 | 2.477966 |
| Na_454_00163               | 2.099214 | 2.385068 | 2.176239 | 2.923705 | 2.332651 | 2.525688 |
| Na_454_00163               | 3.113678 | 2.397269 | 2.170223 | 2.845356 | 2.363957 | 2.490758 |
| Na_454_00163               | 3.047987 | 2.298073 | 2.079237 | 2.882196 | 2.307956 | 2.530867 |
| Na_454_00163               | 3.014164 | 2.337978 | 2.123562 | 2.846731 | 2.349226 | 2.442611 |
| <b>Average</b>             |          |          | 2.467724 |          |          | 2.57427  |
| <b>Standard Error (SE)</b> |          |          | 0.073039 |          |          | 0.042813 |
| <b>Na_454_00262</b>        | 3.899846 | 3.73093  | 3.815086 | 3.793945 | 3.551883 | 3.652264 |
| Na_454_00262               | 3.992699 | 3.679946 | 3.871049 | 3.783207 | 3.60817  | 3.687914 |
| Na_454_00262               | 4.034709 | 3.878909 | 3.879799 | 3.856493 | 3.74462  | 3.826788 |
| Na_454_00262               | 3.904221 | 3.868207 | 3.956163 | 3.94011  | 3.726371 | 3.880254 |
| Na_454_00262               | 3.986818 | 3.83919  | 3.94133  | 3.888351 | 3.799067 | 3.848197 |
| Na_454_00262               | 4.120827 | 3.824172 | 3.930624 | 3.875133 | 3.756608 | 3.743249 |
| Na_454_00262               | 4.028203 | 3.79984  | 3.897945 | 3.906127 | 3.730101 | 3.937469 |
| Na_454_00262               | 3.910087 | 3.69151  | 3.84856  | 3.821731 | 3.487665 | 3.788116 |
| Na_454_00262               | 3.594781 | 3.736451 | 3.860198 | 3.836235 | 3.68536  | 3.800487 |
| Na_454_00262               | 3.306461 | 3.75324  | 3.872212 | 3.806136 | 3.661463 | 3.794204 |
| <b>Average</b>             |          |          | 3.871189 |          |          | 3.776145 |
| <b>Standard Error (SE)</b> |          |          | 0.027841 |          |          | 0.019738 |
| <b>Na_454_00266</b>        | 3.685713 | 3.719355 | 3.792743 | 3.685153 | 3.748467 | 3.529984 |
| Na_454_00266               | 3.567359 | 3.596745 | 3.649512 | 3.548218 | 3.655543 | 3.535064 |
| Na_454_00266               | 3.661725 | 3.642833 | 3.694071 | 3.565923 | 3.680516 | 3.520905 |
| Na_454_00266               | 3.614821 | 3.60198  | 3.641692 | 3.568416 | 3.616361 | 3.555893 |
| Na_454_00266               | 3.68889  | 3.605609 | 3.716483 | 3.526588 | 3.694692 | 3.568823 |
| Na_454_00266               | 3.666982 | 3.72079  | 3.736941 | 3.588186 | 3.673631 | 3.629661 |
| Na_454_00266               | 3.768677 | 3.597094 | 3.668749 | 3.676811 | 3.729046 | 3.624144 |

|                            |          |          |          |          |          |          |
|----------------------------|----------|----------|----------|----------|----------|----------|
| Na_454_00581               | 7.021893 | 6.9349   | 7.213302 | 7.052899 | 7.048958 | 6.987499 |
| Na_454_00581               | 7.154595 | 6.935175 | 7.226662 | 7.079099 | 7.076919 | 6.968235 |
| <b>Average</b>             |          |          | 7.110286 |          |          | 7.122005 |
| <b>Standard Error (SE)</b> |          |          | 0.033718 |          |          | 0.015702 |

| Gene ID                    | WT-1     | WT-2     | WT-3     | WT-4     | WT-5     | WT-6     |
|----------------------------|----------|----------|----------|----------|----------|----------|
| <b>Na_454_01047</b>        | 2.460512 | 2.823668 | 2.568578 | 2.40663  | 3.220239 | 2.298596 |
| Na_454_01047               | 2.789143 | 2.798069 | 2.534196 | 2.4494   | 3.219415 | 2.342726 |
| Na_454_01047               | 2.248332 | 2.822839 | 2.645724 | 2.49494  | 3.284437 | 2.426699 |
| Na_454_01047               | 2.438708 | 2.812611 | 2.592268 | 2.39672  | 3.17658  | 2.289633 |
| Na_454_01047               | 2.696269 | 2.793867 | 2.572603 | 2.446213 | 3.214271 | 2.351523 |
| Na_454_01047               | 2.33276  | 2.850079 | 2.604688 | 2.565196 | 3.293225 | 2.408673 |
| Na_454_01047               | 2.542775 | 2.818638 | 2.617767 | 2.440171 | 3.220189 | 2.436377 |
| Na_454_01047               | 2.847686 | 2.799234 | 2.591878 | 2.40957  | 3.239919 | 2.324778 |
| Na_454_01047               | 2.759175 | 2.855571 | 2.59303  | 2.396716 | 3.201236 | 2.280341 |
| Na_454_01047               | 2.82215  | 2.841929 | 2.581069 | 2.416341 | 3.175982 | 2.332113 |
| <b>Average</b>             |          |          | 2.659654 |          |          | 2.675349 |
| <b>Standard Error (SE)</b> |          |          | 0.030108 |          |          | 0.073434 |
| <b>Na_454_01097</b>        | -2.52688 | -5.99075 | -3.54886 | -3.65025 | -4.25997 | -2.52725 |
| Na_454_01097               | -4.58409 | -5.51163 | -3.61002 | -3.13261 | -4.49203 | -2.61749 |
| Na_454_01097               | -3.61644 | -4.849   | -3.82902 | -3.79831 | -5.18559 | -2.59684 |
| Na_454_01097               | -2.36861 | -5.12189 | -3.67846 | -3.84085 | -4.37311 | -2.56056 |
| Na_454_01097               | -2.68259 | -4.51082 | -4.02692 | -3.97352 | -4.59792 | -2.58102 |
| Na_454_01097               | -3.84494 | -5.04624 | -3.88213 | -3.69674 | -4.79996 | -2.47507 |
| Na_454_01097               | -2.56002 | -5.52744 | -3.83009 | -4.17564 | -5.08184 | -2.81597 |
| Na_454_01097               | -2.58449 | -5.19882 | -4.42797 | -3.8809  | -5.75153 | -2.68225 |
| Na_454_01097               | -2.82381 | -6.19925 | -3.98502 | -3.68953 | -3.92567 | -2.65253 |
| Na_454_01097               | -4.56517 | -5.40575 | -3.62755 | -3.25496 | -5.23251 | -2.29452 |
| <b>Average</b>             |          |          | -4.08764 |          |          | -3.69685 |
| <b>Standard Error (SE)</b> |          |          | 0.195805 |          |          | 0.1785   |
| <b>Na_454_01146</b>        | 4.571673 | 4.143926 | 4.154258 | 4.526415 | 3.729228 | 4.656185 |
| Na_454_01146               | 4.534688 | 4.092646 | 4.143903 | 4.489918 | 3.822118 | 4.613841 |
| Na_454_01146               | 4.423543 | 4.164838 | 4.207499 | 4.436543 | 3.786963 | 4.592306 |
| Na_454_01146               | 4.636531 | 4.127133 | 4.20793  | 4.482807 | 3.8308   | 4.654004 |
| Na_454_01146               | 4.635077 | 4.180717 | 4.231483 | 4.456441 | 3.809004 | 4.580966 |
| Na_454_01146               | 4.643655 | 4.098947 | 4.177563 | 4.457651 | 3.814242 | 4.600925 |
| Na_454_01146               | 4.693457 | 4.14598  | 4.237289 | 4.526942 | 3.740854 | 4.648768 |
| Na_454_01146               | 3.524641 | 4.185071 | 4.239051 | 4.583367 | 3.777178 | 4.674045 |
| Na_454_01146               | 4.483551 | 4.261571 | 4.311828 | 4.459782 | 3.725859 | 4.541771 |
| Na_454_01146               | 4.352568 | 3.878053 | 4.102044 | 4.485846 | 3.696766 | 4.463381 |
| <b>Average</b>             |          |          | 4.276239 |          |          | 4.296997 |
| <b>Standard Error (SE)</b> |          |          | 0.044816 |          |          | 0.068843 |
| <b>Na_454_01281</b>        | -2.25168 | -2.66884 | -2.59232 | -2.414   | -3.06631 | -2.03691 |
| Na_454_01281               | -2.26808 | -2.58197 | -2.20681 | -2.67035 | -3.41827 | -2.18412 |
| Na_454_01281               | -2.23086 | -2.7474  | -2.89237 | -2.57928 | -3.45529 | -2.12667 |
| Na_454_01281               | -2.58187 | -2.8462  | -2.3937  | -2.51466 | -3.30986 | -2.00721 |
| Na_454_01281               | -2.06089 | -2.38963 | -2.68264 | -2.32881 | -3.34543 | -2.3582  |
| Na_454_01281               | -2.29065 | -2.69579 | -2.32553 | -2.48598 | -2.87309 | -2.15816 |
| Na_454_01281               | -1.98527 | -2.3126  | -2.7137  | -2.60603 | -3.21074 | -1.81528 |
| Na_454_01281               | -2.12513 | -2.69567 | -2.43993 | -2.48574 | -2.92737 | -2.10422 |

|                            |          |          |          |          |          |          |
|----------------------------|----------|----------|----------|----------|----------|----------|
| Na_454_01281               | -2.3266  | -3.18431 | -2.49758 | -2.41131 | -3.3154  | -2.3763  |
| Na_454_01281               | -3.21668 | -2.70157 | -2.5273  | -2.29156 | -3.11953 | -2.22982 |
| <b>Average</b>             |          |          | -2.48104 |          |          | -2.61426 |
| <b>Standard Error (SE)</b> |          |          | 0.054634 |          |          | 0.087483 |

| Gene ID                    | WT-1     | WT-2     | WT-3     | WT-4     | WT-5     | WT-6     |
|----------------------------|----------|----------|----------|----------|----------|----------|
| <b>Na_454_01409</b>        | 4.092009 | 3.704474 | 3.931586 | 3.567502 | 3.480359 | 3.505349 |
| Na_454_01409               | 4.249029 | 3.856073 | 4.124197 | 3.775984 | 3.682702 | 3.713344 |
| Na_454_01409               | 4.263742 | 3.830992 | 4.165333 | 3.750204 | 3.635446 | 3.698323 |
| Na_454_01409               | 4.18281  | 3.842846 | 4.105311 | 3.755281 | 3.618756 | 3.713832 |
| Na_454_01409               | 4.291477 | 3.862251 | 4.081456 | 3.779341 | 3.640211 | 3.713304 |
| Na_454_01409               | 4.029095 | 3.706907 | 4.045529 | 3.821015 | 3.597455 | 3.66819  |
| Na_454_01409               | 4.327555 | 3.775382 | 4.09946  | 3.7654   | 3.684239 | 3.591831 |
| Na_454_01409               | 4.397808 | 3.932399 | 4.213247 | 3.835678 | 3.711505 | 3.755025 |
| Na_454_01409               | 4.015012 | 3.756924 | 4.086043 | 3.721504 | 3.572092 | 3.694215 |
| Na_454_01409               | 4.095032 | 3.746023 | 4.005091 | 3.606945 | 3.449448 | 3.546457 |
| <b>Average</b>             |          |          | 4.035887 |          |          | 3.683263 |
| <b>Standard Error (SE)</b> |          |          | 0.035343 |          |          | 0.018014 |
| <b>Na_454_01487</b>        | 5.258248 | 5.431272 | 5.447902 | 5.330085 | 5.272129 | 5.252139 |
| Na_454_01487               | 5.437007 | 5.36252  | 5.445874 | 5.384118 | 5.218079 | 5.256125 |
| Na_454_01487               | 5.467107 | 5.486246 | 5.54071  | 5.459965 | 5.402191 | 5.327166 |
| Na_454_01487               | 5.451658 | 5.414402 | 5.521575 | 5.366114 | 5.276362 | 5.302348 |
| Na_454_01487               | 5.608027 | 5.46316  | 5.557732 | 5.437122 | 5.366622 | 5.258097 |
| Na_454_01487               | 5.306492 | 5.429015 | 5.551109 | 5.407357 | 5.352877 | 5.294707 |
| Na_454_01487               | 5.633737 | 5.420533 | 5.512573 | 5.409169 | 5.426275 | 5.326679 |
| Na_454_01487               | 5.299177 | 5.422491 | 5.480368 | 5.442231 | 5.5028   | 5.355873 |
| Na_454_01487               | 5.35329  | 5.567183 | 5.666029 | 5.459826 | 5.440139 | 5.20086  |
| Na_454_01487               | 5.377341 | 5.406601 | 5.424409 | 5.385984 | 5.366438 | 5.256891 |
| <b>Average</b>             |          |          | 5.464275 |          |          | 5.352869 |
| <b>Standard Error (SE)</b> |          |          | 0.017543 |          |          | 0.014533 |
| <b>Na_454_02132</b>        | 8.917799 | 8.784295 | 9.065522 | 8.846752 | 8.607615 | 8.791781 |
| Na_454_02132               | 8.597234 | 8.711393 | 8.96537  | 8.793462 | 8.588431 | 8.765886 |
| Na_454_02132               | 8.800393 | 8.785282 | 9.027667 | 8.873799 | 8.625196 | 8.758952 |
| Na_454_02132               | 8.79539  | 8.711356 | 8.940885 | 8.713621 | 8.502344 | 8.693181 |
| Na_454_02132               | 8.869356 | 8.734323 | 8.867989 | 8.741816 | 8.506238 | 8.738904 |
| Na_454_02132               | 8.830055 | 8.758948 | 8.976766 | 8.833866 | 8.590118 | 8.784296 |
| Na_454_02132               | 9.009479 | 8.728717 | 8.967468 | 8.801198 | 8.48605  | 8.774305 |
| Na_454_02132               | 8.837213 | 8.804757 | 8.981824 | 8.764246 | 8.504642 | 8.804533 |
| Na_454_02132               | 9.012829 | 8.842384 | 9.088994 | 8.879002 | 8.64042  | 8.794541 |
| Na_454_02132               | 8.885026 | 8.708488 | 8.993275 | 8.927462 | 8.589121 | 8.855801 |
| <b>Average</b>             |          |          | 8.867174 |          |          | 8.711304 |
| <b>Standard Error (SE)</b> |          |          | 0.022742 |          |          | 0.022918 |
| <b>Na_454_02256</b>        | 5.601254 | 5.710153 | 5.917463 | 5.256379 | 4.661053 | 5.732323 |
| Na_454_02256               | 5.40834  | 5.63682  | 5.888952 | 5.236946 | 4.684583 | 5.737542 |
| Na_454_02256               | 5.463979 | 5.642051 | 5.882238 | 5.230486 | 4.698211 | 5.740149 |
| Na_454_02256               | 4.523272 | 5.685784 | 5.890114 | 5.349827 | 4.669428 | 5.695332 |
| Na_454_02256               | 5.670411 | 5.740783 | 5.936194 | 5.332818 | 4.712194 | 5.827104 |
| Na_454_02256               | 4.55026  | 5.753787 | 5.934672 | 5.308732 | 4.673186 | 5.831124 |
| Na_454_02256               | 5.630233 | 5.72129  | 5.971382 | 5.347345 | 4.745552 | 5.843958 |
| Na_454_02256               | 5.800295 | 5.890774 | 6.053126 | 5.294044 | 4.758807 | 5.706878 |

|                            |          |          |          |          |          |          |
|----------------------------|----------|----------|----------|----------|----------|----------|
| Na_454_02256               | 5.716856 | 5.882675 | 5.941097 | 5.221236 | 4.669428 | 5.699362 |
| Na_454_02256               | 5.465024 | 5.781942 | 5.922608 | 5.270523 | 4.735358 | 5.771657 |
| <b>Average</b>             |          |          | 5.68312  |          |          | 5.246816 |
| <b>Standard Error (SE)</b> |          |          | 0.064164 |          |          | 0.080775 |

| Gene ID                    | WT-1     | WT-2     | WT-3     | WT-4     | WT-5     | WT-6     |
|----------------------------|----------|----------|----------|----------|----------|----------|
| <b>Na_454_02680</b>        | 2.293291 | 2.233609 | 2.33469  | 2.225906 | 1.979177 | 2.023656 |
| Na_454_02680               | 2.349614 | 2.135339 | 2.297692 | 2.189506 | 2.1006   | 2.125415 |
| Na_454_02680               | 2.231426 | 2.239141 | 2.319298 | 2.165045 | 2.029161 | 2.141163 |
| Na_454_02680               | 2.34267  | 2.373213 | 2.444317 | 2.426778 | 2.178529 | 2.313691 |
| Na_454_02680               | 2.246356 | 2.284547 | 2.406147 | 2.254128 | 2.101432 | 2.164482 |
| Na_454_02680               | 2.267329 | 2.282746 | 2.419923 | 2.322418 | 2.111842 | 2.183733 |
| Na_454_02680               | 2.514714 | 2.342395 | 2.38753  | 2.268776 | 2.085528 | 2.206723 |
| Na_454_02680               | 2.411568 | 2.305522 | 2.389296 | 2.246056 | 2.060738 | 2.202111 |
| Na_454_02680               | 2.455883 | 2.330796 | 2.375307 | 2.246573 | 2.059011 | 2.199495 |
| Na_454_02680               | 2.514216 | 2.391615 | 2.50176  | 2.190028 | 2.105398 | 2.204047 |
| <b>Average</b>             |          |          | 2.333865 |          |          | 2.170803 |
| <b>Standard Error (SE)</b> |          |          | 0.016494 |          |          | 0.017807 |
| <b>Na_454_03241</b>        | 5.672851 | 5.411571 | 5.626818 | 5.459555 | 5.279876 | 5.483634 |
| Na_454_03241               | 5.765325 | 5.518574 | 5.755397 | 5.645014 | 5.360744 | 5.42552  |
| Na_454_03241               | 5.709061 | 5.478278 | 5.751555 | 5.631449 | 5.394102 | 5.531151 |
| Na_454_03241               | 5.687073 | 5.40763  | 5.634643 | 5.504594 | 5.300552 | 5.471008 |
| Na_454_03241               | 5.683344 | 5.417931 | 5.706102 | 5.578046 | 5.360707 | 5.523514 |
| Na_454_03241               | 5.6835   | 5.418494 | 5.680231 | 5.586759 | 5.375073 | 5.603659 |
| Na_454_03241               | 5.717656 | 5.487061 | 5.732662 | 5.527889 | 5.398035 | 5.528451 |
| Na_454_03241               | 5.386378 | 5.339992 | 5.587082 | 5.465181 | 5.416767 | 5.426993 |
| Na_454_03241               | 5.45135  | 5.274641 | 5.454297 | 5.289161 | 5.171925 | 5.318979 |
| Na_454_03241               | 5.574295 | 5.313988 | 5.65447  | 5.501085 | 5.257223 | 5.34962  |
| <b>Average</b>             |          |          | 5.571833 |          |          | 5.446605 |
| <b>Standard Error (SE)</b> |          |          | 0.027344 |          |          | 0.021606 |
| <b>Na_454_03693</b>        | 8.171557 | 8.939418 | 9.071892 | 8.954336 | 8.804364 | 9.039117 |
| Na_454_03693               | 9.009503 | 8.959006 | 8.995144 | 8.868822 | 8.746171 | 8.870007 |
| Na_454_03693               | 8.084452 | 8.97536  | 9.11396  | 8.948736 | 8.72032  | 8.926068 |
| Na_454_03693               | 7.601394 | 8.953937 | 9.075366 | 8.903094 | 8.790295 | 8.881303 |
| Na_454_03693               | 8.83071  | 8.87411  | 8.95588  | 8.869667 | 8.776174 | 8.809448 |
| Na_454_03693               | 9.019256 | 8.914575 | 8.972596 | 8.921963 | 8.701422 | 8.854384 |
| Na_454_03693               | 9.099228 | 8.962503 | 9.037519 | 8.857024 | 8.740127 | 8.829    |
| Na_454_03693               | 9.033515 | 8.927    | 9.063487 | 8.891917 | 8.741186 | 8.867539 |
| Na_454_03693               | 8.029856 | 8.902432 | 9.019191 | 8.977558 | 8.769775 | 8.912087 |
| Na_454_03693               | 9.005658 | 8.895368 | 9.012777 | 8.931266 | 8.803107 | 8.954227 |
| <b>Average</b>             |          |          | 8.836772 |          |          | 8.850811 |
| <b>Standard Error (SE)</b> |          |          | 0.066781 |          |          | 0.015409 |
| <b>Na_454_04449</b>        | 1.246081 | 1.742701 | 1.803117 | 1.700862 | 1.546568 | 1.397079 |
| Na_454_04449               | 1.86926  | 1.9104   | 1.887963 | 1.721979 | 1.599905 | 1.470345 |
| Na_454_04449               | 1.078133 | 1.854387 | 1.837766 | 1.840864 | 1.633009 | 1.581403 |
| Na_454_04449               | 1.77608  | 1.782298 | 1.702218 | 1.66833  | 1.529688 | 1.420868 |
| Na_454_04449               | 1.693709 | 1.848874 | 1.866318 | 1.794865 | 1.575383 | 1.46639  |
| Na_454_04449               | 1.766481 | 1.821751 | 1.85814  | 1.690427 | 1.597084 | 1.484146 |
| Na_454_04449               | 1.762473 | 1.84613  | 1.765328 | 1.766262 | 1.650526 | 1.45259  |
| Na_454_04449               | 1.606549 | 1.813    | 1.870152 | 1.783062 | 1.495597 | 1.456264 |

|                            |          |          |          |          |          |          |
|----------------------------|----------|----------|----------|----------|----------|----------|
| Na_454_04449               | 1.644556 | 1.779947 | 1.767379 | 1.712557 | 1.547611 | 1.420917 |
| Na_454_04449               | 1.436618 | 1.767129 | 1.777275 | 1.768316 | 1.527319 | 1.507    |
| <b>Average</b>             |          |          | 1.748192 |          |          | 1.592762 |
| <b>Standard Error (SE)</b> |          |          | 0.033737 |          |          | 0.023257 |

| Gene ID                    | WT-1     | WT-2     | WT-3     | WT-4     | WT-5     | WT-6     |
|----------------------------|----------|----------|----------|----------|----------|----------|
| <b>Na_454_04958</b>        | -5.92992 | -5.98532 | -6.16327 | -6.47976 | -5.66636 | -6.61115 |
| Na_454_04958               | -4.53454 | -6.14051 | -6.33988 | -6.65255 | -6.59525 | -6.46832 |
| Na_454_04958               | -5.9603  | -6.08971 | -6.13501 | -6.59885 | -6.54121 | -5.58955 |
| Na_454_04958               | -6.18422 | -6.19566 | -5.9647  | -6.70306 | -6.64636 | -6.52868 |
| Na_454_04958               | -6.17371 | -6.24626 | -6.43476 | -6.76077 | -6.67678 | -6.93135 |
| Na_454_04958               | -5.20249 | -6.27108 | -5.32962 | -6.80097 | -5.66701 | -6.99007 |
| Na_454_04958               | -6.09807 | -6.1901  | -6.35727 | -6.67453 | -6.64614 | -6.86614 |
| Na_454_04958               | -6.06954 | -6.22716 | -6.43285 | -6.73417 | -5.59318 | -6.91465 |
| Na_454_04958               | -6.0262  | -6.16676 | -5.10756 | -6.64658 | -6.57735 | -5.76091 |
| Na_454_04958               | -5.7084  | -5.80931 | -5.9656  | -6.21768 | -6.28503 | -6.40948 |
| <b>Average</b>             |          |          | -5.99839 |          |          | -6.4934  |
| <b>Standard Error (SE)</b> |          |          | 0.077378 |          |          | 0.07488  |
| <b>Na_454_05873</b>        | -0.55907 | -0.57514 | -0.55444 | 0.343231 | 0.138595 | 0.448478 |
| Na_454_05873               | -0.70822 | -0.58067 | -0.68762 | 0.390747 | 0.245512 | 0.497685 |
| Na_454_05873               | -0.59212 | -0.63992 | -0.55066 | 0.296953 | 0.183067 | 0.414904 |
| Na_454_05873               | -0.56373 | -0.63308 | -0.66127 | 0.336249 | 0.155449 | 0.462091 |
| Na_454_05873               | -0.61941 | -0.67629 | -0.64517 | 0.281197 | 0.166639 | 0.494225 |
| Na_454_05873               | -1.04249 | -0.56087 | -0.53408 | 0.298543 | 0.274148 | 0.448179 |
| Na_454_05873               | -0.54959 | -0.66971 | -0.59419 | 0.36154  | 0.179069 | 0.477935 |
| Na_454_05873               | -0.64075 | -0.62519 | -0.60755 | 0.552491 | 0.253748 | 0.573195 |
| Na_454_05873               | -6.05282 | -0.55596 | -0.56784 | 0.357767 | 0.259982 | 0.598842 |
| Na_454_05873               | -0.48432 | -0.57369 | -0.31691 | 0.505824 | 0.386079 | 0.636755 |
| <b>Average</b>             |          |          | -0.82399 |          |          | 0.351499 |
| <b>Standard Error (SE)</b> |          |          | 0.182671 |          |          | 0.025512 |
| <b>Na_454_09569</b>        | -2.69496 | -2.73586 | -2.16006 | -2.35324 | -2.39077 | -2.26006 |
| Na_454_09569               | -2.26128 | -2.69234 | -2.09054 | -2.40385 | -2.25665 | -2.13751 |
| Na_454_09569               | -2.66148 | -2.90997 | -2.08268 | -2.14412 | -2.56001 | -2.14195 |
| Na_454_09569               | -2.45578 | -2.91106 | -2.268   | -2.45072 | -2.58224 | -2.25918 |
| Na_454_09569               | -2.41165 | -2.71693 | -2.42636 | -2.53664 | -2.78758 | -2.32588 |
| Na_454_09569               | -2.44468 | -2.52393 | -2.28875 | -2.41824 | -2.54867 | -2.1034  |
| Na_454_09569               | -2.48272 | -2.91026 | -2.29332 | -2.35458 | -2.66111 | -2.30167 |
| Na_454_09569               | -2.35818 | -2.59445 | -2.20693 | -2.40897 | -2.80733 | -2.1235  |
| Na_454_09569               | -2.34725 | -2.60775 | -2.14434 | -2.68392 | -2.67038 | -2.23008 |
| Na_454_09569               | -2.45304 | -2.80569 | -2.41439 | -2.41414 | -2.77736 | -2.29004 |
| <b>Average</b>             |          |          | -2.46969 |          |          | -2.40379 |
| <b>Standard Error (SE)</b> |          |          | 0.04484  |          |          | 0.038118 |
| <b>Na_454_11346</b>        | 2.997677 | 3.004299 | 2.935074 | 2.647098 | 2.919393 | 2.608629 |
| Na_454_11346               | 2.216663 | 2.899045 | 2.961166 | 2.597582 | 3.018677 | 2.588171 |
| Na_454_11346               | 3.406286 | 3.046887 | 3.087351 | 2.731723 | 3.110659 | 2.754458 |
| Na_454_11346               | 3.318817 | 3.008265 | 3.050765 | 2.700213 | 3.149605 | 2.671003 |
| Na_454_11346               | 2.338322 | 3.00864  | 3.051606 | 2.736108 | 3.16156  | 2.633806 |
| Na_454_11346               | 3.576119 | 2.976466 | 3.069021 | 2.666917 | 3.087149 | 2.687211 |
| Na_454_11346               | 3.342209 | 3.040084 | 3.006158 | 2.725632 | 3.099126 | 2.663497 |
| Na_454_11346               | 3.227558 | 2.900011 | 2.91291  | 2.59154  | 3.062117 | 2.622083 |

|                            |          |          |          |          |          |          |
|----------------------------|----------|----------|----------|----------|----------|----------|
| Na_454_11346               | 3.294129 | 2.968948 | 3.026862 | 2.653697 | 2.968841 | 2.646048 |
| Na_454_11346               | 3.303959 | 2.909596 | 2.979078 | 2.634703 | 3.016894 | 2.621154 |
| <b>Average</b>             |          |          | 3.024864 |          |          | 2.79639  |
| <b>Standard Error (SE)</b> |          |          | 0.048411 |          |          | 0.036688 |

| Gene ID                    | WT-1     | WT-2     | WT-3     | WT-4     | WT-5     | WT-6     |
|----------------------------|----------|----------|----------|----------|----------|----------|
| <b>Na_454_11519</b>        | -5.91096 | -6.03365 | -6.24042 | -5.66932 | -6.48925 | -6.67164 |
| Na_454_11519               | -3.79626 | -6.17031 | -6.39019 | -6.69387 | -6.63883 | -6.87336 |
| Na_454_11519               | -6.13972 | -6.28    | -6.48609 | -6.81346 | -6.69943 | -6.99124 |
| Na_454_11519               | -6.10733 | -6.27286 | -6.14321 | -6.80943 | -6.3146  | -6.99772 |
| Na_454_11519               | -6.10057 | -6.2682  | -6.48302 | -6.79914 | -3.88612 | -6.98894 |
| Na_454_11519               | -5.98238 | -6.05441 | -6.21755 | -5.84675 | -6.52895 | -6.66744 |
| Na_454_11519               | -4.5775  | -6.05993 | -6.21512 | -6.49998 | -6.46622 | -6.67158 |
| Na_454_11519               | -5.94193 | -6.05961 | -6.23675 | -6.49919 | -6.49354 | -6.64308 |
| Na_454_11519               | -5.91261 | -6.0247  | -6.19734 | -6.46088 | -6.45935 | -6.60105 |
| Na_454_11519               | -5.77674 | -5.89479 | -6.05187 | -6.32279 | -6.32626 | -6.47568 |
| <b>Average</b>             |          |          | -6.01121 |          |          | -6.48794 |
| <b>Standard Error (SE)</b> |          |          | 0.096837 |          |          | 0.103944 |
| <b>Na_454_13228</b>        | 5.242868 | 5.187396 | 4.758692 | 5.435677 | 5.622139 | 5.465196 |
| Na_454_13228               | 5.251841 | 5.172171 | 4.790378 | 5.477351 | 5.618313 | 5.519076 |
| Na_454_13228               | 5.385828 | 5.210041 | 4.882698 | 5.580122 | 5.783157 | 5.552888 |
| Na_454_13228               | 5.265976 | 5.135398 | 4.832311 | 5.552288 | 5.731008 | 5.554051 |
| Na_454_13228               | 5.322724 | 5.141096 | 4.865966 | 5.542835 | 5.667053 | 5.564067 |
| Na_454_13228               | 5.429273 | 5.218694 | 4.825903 | 5.530729 | 5.685403 | 5.507787 |
| Na_454_13228               | 5.051061 | 5.177979 | 4.812734 | 5.505072 | 5.634892 | 5.571707 |
| Na_454_13228               | 4.936936 | 5.248901 | 4.942274 | 5.605877 | 5.831672 | 5.651961 |
| Na_454_13228               | 5.223774 | 5.157341 | 4.866179 | 5.489846 | 5.680121 | 5.568146 |
| Na_454_13228               | 5.045598 | 5.140184 | 4.801236 | 5.516216 | 5.648449 | 5.507706 |
| <b>Average</b>             |          |          | 5.086535 |          |          | 5.589942 |
| <b>Standard Error (SE)</b> |          |          | 0.036045 |          |          | 0.017105 |
| <b>Na_454_14052</b>        | 1.166127 | 0.756634 | 0.699658 | 0.174946 | 0.482008 | 0.13525  |
| Na_454_14052               | 1.383087 | 0.946884 | 0.812106 | 0.318267 | 0.704894 | 0.290419 |
| Na_454_14052               | 1.126198 | 0.723689 | 0.733395 | 0.257514 | 0.616226 | 0.262938 |
| Na_454_14052               | 1.222606 | 0.840878 | 0.79465  | 0.3035   | 0.578411 | 0.286124 |
| Na_454_14052               | 1.275714 | 0.755746 | 0.735708 | 0.310159 | 0.671478 | 0.302745 |
| Na_454_14052               | 1.22287  | 0.707566 | 0.792016 | 0.317872 | 0.548358 | 0.210531 |
| Na_454_14052               | 1.310527 | 0.785533 | 0.816971 | 0.362789 | 0.552736 | 0.306067 |
| Na_454_14052               | 1.262427 | 0.864672 | 0.821342 | 0.270667 | 0.597988 | 0.292351 |
| Na_454_14052               | 1.445459 | 0.924754 | 0.813499 | 0.197101 | 0.614101 | 0.007843 |
| Na_454_14052               | 1.073212 | 0.666032 | 0.655235 | 0.132519 | 0.429785 | 0.129262 |
| <b>Average</b>             |          |          | 0.95336  |          |          | 0.369381 |
| <b>Standard Error (SE)</b> |          |          | 0.043944 |          |          | 0.033272 |
| <b>Na_454_20559</b>        | 5.459991 | 5.18131  | 5.219769 | 5.613852 | 5.508891 | 5.64184  |
| Na_454_20559               | 4.995404 | 5.140774 | 5.364242 | 5.560951 | 5.412828 | 5.629524 |
| Na_454_20559               | 5.497836 | 5.291489 | 5.463633 | 5.78365  | 5.576529 | 5.804435 |
| Na_454_20559               | 5.450382 | 5.294495 | 5.445929 | 5.758096 | 5.571478 | 5.826254 |
| Na_454_20559               | 5.421386 | 5.257202 | 5.365087 | 5.751528 | 5.515007 | 5.737437 |
| Na_454_20559               | 5.349078 | 5.205595 | 5.312526 | 5.62722  | 5.477323 | 5.674453 |
| Na_454_20559               | 5.445868 | 5.213919 | 5.32684  | 5.640053 | 5.461629 | 5.664702 |
| Na_454_20559               | 5.477423 | 5.324095 | 5.496439 | 5.822252 | 5.622775 | 5.775914 |

|                            |          |          |          |          |          |          |
|----------------------------|----------|----------|----------|----------|----------|----------|
| Na_454_20559               | 5.247261 | 5.018524 | 5.153608 | 5.510977 | 5.382131 | 5.506886 |
| Na_454_20559               | 5.389252 | 5.18074  | 5.309569 | 5.651788 | 5.506736 | 5.668936 |
| <b>Average</b>             |          |          | 5.311856 |          |          | 5.624393 |
| <b>Standard Error (SE)</b> |          |          | 0.02476  |          |          | 0.022526 |

| Gene ID                    | WT-1     | WT-2     | WT-3     | WT-4     | WT-5     | WT-6     |
|----------------------------|----------|----------|----------|----------|----------|----------|
| <b>Na_454_29718</b>        | -2.01712 | -1.91554 | -1.98863 | -2.19373 | -2.02003 | -2.3127  |
| Na_454_29718               | -2.01147 | -1.91141 | -2.04179 | -1.96599 | -2.10744 | -2.05293 |
| Na_454_29718               | -2.09636 | -1.87702 | -1.82825 | -2.08144 | -2.02184 | -1.8663  |
| Na_454_29718               | -1.98012 | -1.87473 | -1.76793 | -2.04098 | -2.06073 | -2.04856 |
| Na_454_29718               | -1.76593 | -2.03127 | -2.05671 | -2.03669 | -2.13128 | -2.05982 |
| Na_454_29718               | -1.78806 | -1.85875 | -2.00739 | -2.09818 | -1.8383  | -2.16145 |
| Na_454_29718               | -2.0935  | -1.94545 | -1.78749 | -2.01187 | -1.8946  | -1.9988  |
| Na_454_29718               | -1.79572 | -1.89871 | -1.77559 | -1.82731 | -2.1495  | -1.95    |
| Na_454_29718               | -2.04509 | -2.31069 | -2.09413 | -2.06113 | -2.14344 | -1.97073 |
| Na_454_29718               | -2.98248 | -2.1434  | -2.07266 | -2.0585  | -2.17605 | -2.05451 |
| <b>Average</b>             |          |          | -1.94685 |          |          | -2.04095 |
| <b>Standard Error (SE)</b> |          |          | 0.041812 |          |          | 0.019522 |
| <b>Na_454_36014</b>        | -4.16016 | -4.39376 | -4.00275 | -4.50372 | -3.90452 | -4.77664 |
| Na_454_36014               | -4.11649 | -4.26969 | -4.21351 | -4.54552 | -4.08465 | -6.66695 |
| Na_454_36014               | -5.83947 | -4.01508 | -4.22811 | -4.12755 | -4.94371 | -6.56377 |
| Na_454_36014               | -4.32903 | -4.13961 | -4.7443  | -3.97902 | -4.27062 | -4.64266 |
| Na_454_36014               | -4.05067 | -4.28772 | -4.24122 | -4.41347 | -4.72066 | -5.30482 |
| Na_454_36014               | -4.87003 | -4.064   | -5.08805 | -3.85287 | -4.17587 | -5.1166  |
| Na_454_36014               | -4.16184 | -4.2166  | -4.09488 | -4.07305 | -4.09592 | -5.39502 |
| Na_454_36014               | -4.51573 | -4.08478 | -4.43798 | -4.28143 | -4.43134 | -4.77271 |
| Na_454_36014               | -4.70159 | -3.69352 | -5.27064 | -4.20797 | -5.19283 | -5.41014 |
| Na_454_36014               | -5.80553 | -4.2766  | -4.02116 | -4.11403 | -4.53781 | -5.90241 |
| <b>Average</b>             |          |          | -4.37893 |          |          | -4.68348 |
| <b>Standard Error (SE)</b> |          |          | 0.093046 |          |          | 0.133173 |

How the deposited data were processed for this re-analysis (not part of the article)

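Leaves of 3 WT and 3 irJAZd-8 plants, harvested 2 h after W+OS treatment, were measured on 6 one-colour Agilent arrays. The authors deposited the scanner output of each array, in which Agilent Feature Extraction gives the intensity of every spot, its local background and a processed signal with the background subtracted and spatial trends removed. They also deposited a table of log2 values, which equal the log2 processed signal minus a constant per array. In that table the columns of irJAZd replicates 2 and 3 hold the values of each other's scanner files, which leaves the groups as they were.

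From the intensity values deposited by the authors, the log2 of the processed signal was taken, the 75th percentile of each array was subtracted over its non-control spots, and repeated spots were averaged to 43533 probes. The 1417 control spots per array were left out. No spot was saturated. Signals were compared in R 4.3.3 with limma 3.58.1 (lmFit and eBayes) and Benjamini-Hochberg adjustment over all probes, with a threshold of 0.05 on the adjusted p and, for the larger changes, of 3 on the fold. A probe was taken as measured on an array where the extraction software called it well above background, and 24069 probes were measured on every array of at least 1 genotype. The samples, the design, the alternatives and the rule for named probes were fixed before the data were examined. By that rule the text names the 5 largest falls and the 5 largest rises among called probes whose groups did not overlap and which were measured on every array of at least 1 genotype, every gene the paper names whose probe is identified, and the control genes with the largest and the smallest technical SD. The files pair no probe with NaJAZd or with the metabolic genes the paper names, and the gene table of the N. attenuata genome lists none of the probe IDs. Lists of entry names for TIFY proteins, the metabolic classes, flower proteins, carbonic anhydrases, jasmonate biosynthesis and proteinase inhibitors were written after the files were opened, and the carbonic anhydrases were chosen because of their values.

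The alternatives were normexp background correction with an offset of 50, quantile, median and cyclic loess normalization, the 75th percentile over measured probes, the deposited log2 table, leaving out dim probes or each array in turn, array weights, slide as a random block, replicate number as a block, an intensity trend with a robust fit, SAM, the methods' t-test and other thresholds. SAM was written anew after its published description, since the program was not at hand. For the slide, limma's own estimate of the correlation within slides gave no value because only 1 slide holds more than 1 array. The same mixed model was therefore fitted to each probe with statmod 1.5.0, with a trimmed mean correlation of 0.614. Simulated data held 200 changed among 43533 probes and 3 arrays against 3. In them limma recovered 85.5% of the changed probes, SAM 78.5% and the methods' t-test 61%. False calls made up 4.5%, 0.6% and 3.9% of the calls. Each simulated change was more than 3-fold, with independent noise and no shift shared across an array's probes. Of the lower calls in the real data 97.2% changed by less than 2-fold, so these rates do not describe those calls. The limit of detection used for lists of probes was a mean scaled log2 signal over all 6 arrays of -4.32, the mean of the lowest signals well above background, and was chosen after the data were seen. The lists for jasmonate biosynthesis and proteinase inhibitors, taken over probes measured on all 6 arrays, were compared with 10000 random lists matched on mean signal.

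The number of arrays limits the precision, and signals below background carry no fold. Untreated leaves and Tables S1 and S2 were not used here.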

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

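The tests of the probe Na_454_02978 were chosen only after its result was seen, and the carbonic anhydrases were chosen for their values, although their tests were set before those were run. The limits that decided each test were set when the tests were written.

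The probe Na_454_02978, named TIF3B_ARATH, lies outside the genes the paper's text names from these arrays and changed beyond the WT level. It had a log2 signal of 3.57 ± 0.23 (SD, n = 3 arrays) in WT and 0.35 ± 0.11 (SD, n = 3) in irJAZd, a change of -3.22 (standard error 0.15), with all WT arrays above all irJAZd arrays and an adjusted p of 0.00333 from limma. Over the alternatives the change lay between -3.35 and -2.72 and the adjusted p stayed under 0.05 in 16 of 17, reaching 0.0606 in the remaining one. The scaling between arrays left at least a change of -2.72, and leaving out 1 array left at least -3.13, which argues against both as the whole cause. The other 15 TIFY-named probes with a mean signal over all arrays above the limit of detection had a median change of 0.097, which argues against a fall shared by the whole family. Of the 15 probes 6 had a lower and 9 a higher mean, with 1 called lower and 1 called higher. The one called lower, Na_454_02443, also bears the name TIF3B_ARATH and changed by -0.62 (adjusted p = 0.0488, limma), so a smaller fall of some members stays open. The median of the 15 probes turned to -0.17 after normexp background correction and to -0.0059 without irJAZd replicate 2, both far from the change of Na_454_02978. TIFY proteins include the JAZ repressors, so a candidate explanation is that this probe reads the silenced transcript or a close relative. The files do not pair it with NaJAZd, and this was not tested.

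Among 20 carbonic anhydrase probes 3 rose more than 3-fold. The paper's text does not name carbonic anhydrases, and its tables of up- and down-regulated genes were not used here. The log2 changes were 2.11 for Na_454_18630 (CAHC_TOBAC), 2.15 for Na_454_30207 (CAHC_TOBAC) and 2.06 for Na_454_03738 (CAHC_SPIOL), each with an adjusted p of 0.0488 from limma and with all irJAZd arrays above all WT arrays. They passed the threshold in 7, 5 and 5 of 17 alternatives, with adjusted p-values of up to 0.156, 0.244 and 0.192. With 1 array left out they passed it in a single case, Na_454_18630 without WT replicate 3 (adjusted p = 0.0387, limma), and without WT replicate 1 the adjusted p of all 3 was 0.101. The median of the 13 carbonic anhydrase probes with a mean signal above the limit of detection was -0.11. It ran from -0.11 to 0.07 over the other scalings, changing sign after normexp background correction, and from -0.17 without irJAZd replicate 1 to -0.03 without WT replicate 3. The smallest median change of the 3 probes was 1.94 over the scalings and 1.81 with 1 array left out, which argues against either as the whole cause. The longest run of bases shared by 2 of the probes was 28, between Na_454_18630 and Na_454_03738, so these may read 1 transcript. The third shares at most 5 bases in a row with either, which leaves this open for it. A response to silencing stays among the open explanations and was not tested.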

How the results depend on the processing

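The alternatives here were all listed beforehand, but the carbonic anhydrase probes counted among the named probes were chosen for their values only after the result was seen. The cause of a changed value was not tested unless stated.

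The counts of lower and higher probes kept within 1.5 times of 8448 and 658 under median scaling (8850 and 654), the deposited log2 values (8757 and 649), an intensity trend with a robust fit (7309 and 595) and without WT replicate 3. Under these settings the counts over 3-fold also stayed within 1.5 times of 62 and 47. All other settings moved them.

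Normexp background correction gave 27294 lower and 2401 higher probes, with 6 and 8 over 3-fold, a median log2 change of -0.31 and 79.5% of probes lower. Quantile normalization gave 9 and 4, with 7 and 3 over 3-fold, a median of -0.013 and 54.4% lower. Cyclic loess gave 25 and 29, with 10 and 7 over 3-fold, a median of -0.0033 and 51.1% lower. The 75th percentile over measured probes gave 13 and 11, with 11 and 7 over 3-fold, a median of -0.10 and 59.5% lower. With dim probes left out, 24069 probes were tested, which gave 63 and 45, with 19 and 15 over 3-fold, a median of 0.0030 and 49.5% lower.

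Leaving out 1 array gave 6 to 9327 lower and 1 to 678 higher probes, and 6 to 81 lower and 1 to 60 higher probes over 3-fold. The highest counts came without WT replicate 3. At an unadjusted p under 0.05 there were 13984 probes over all arrays and 12068 to 14142 with 1 left out. The most common adjusted p, shared by 8913 probes at 0.0488 over all arrays, lay at 0.0387 without WT replicate 3 and between 0.0883 and 0.156 without any other array, so the counts moved as this shared value crossed the threshold.

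Array weights gave 13768 lower and 4440 higher probes, with 291 and 140 over 3-fold. Slide as a random block gave 8 and 4, with 7 and 4 over 3-fold. SAM gave 29 and 10, with 24 and 9 over 3-fold. The methods' t-test with Benjamini-Hochberg adjustment gave 3 and 1, with 1 and 0 over 3-fold. At an unadjusted p under 0.05 it gave 11228 lower and 1928 higher probes, with 65 lower and 50 higher over 3-fold. An adjusted p at or under the paper's false discovery rate of 2.09% gave 8 and 4, with 7 and 4 over 3-fold. A fold over 3 with no threshold on p gave 173 lower and 83 higher, and a fold over 2 gave 236 and 205.

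Replicates share numbers in the labels, but the deviations of arrays with the same number by scanner file had correlations of 0.15, -0.21 and 0.06. So this numbering does not pair the samples. The deposited log2 table exchanges irJAZd replicates 2 and 3, and pairing by that order was not tested. With the replicate number as a block limma gave 5 lower and 0 higher probes, all 5 over 3-fold and 0 higher over 3-fold, beside 11481 lower, 1713 higher and 66 over 3-fold higher at an unadjusted p under 0.05.

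For the named probes 11 values under an alternative changed sign, 3 of called probes and 8 of 3 chalcone synthase probes not called. The probe Na_454_41896 (TIF4B_ARATH), measured on 1 WT array and 3 irJAZd arrays, changed by 0.90, a value that includes arrays below background, and by -0.18 after normexp background correction. The probe Na_454_36249 (CHSD_PETHY), not well above background on any array, changed by -0.49 in a signal that carries no fold, and by 0.010 after quantile normalization and 0.0094 after cyclic loess. Apart from these 3 values of called probes, 305 kept their side of the threshold, 168 lost it and 8 gained it.

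The technical SD of the control genes was 0.163 with the unprocessed mean signal and 0.0823 with outlier spots left out, none of the spots of these genes being such a spot. Signal over background limits what these arrays show, since 16505 probes were measured on no array.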

Differences from the paper's values

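No test here was chosen after the result was seen.

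The paper gives 10321 down-regulated probes, and 8448 probes were lower by limma, which is within 1.5 times. Of 20 alternatives 5 came within 1.5 times of the paper's count. The other 15 did not, among them SAM (29) and the methods' t-test (3). The paper gives 38 up-regulated genes, and 658 probes were higher by limma. Of 20 alternatives set before the data were examined, the difference stayed within 1.5 times under cyclic loess normalization (29) and with dim probes left out (45), and it did not under the other 18.

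The paper gives 99 genes more than 3 times down-regulated, and 62 probes were more than 3-fold lower by limma. Of 22 alternatives only the fit without WT replicate 3, with 81, came within 1.5 times, and the other 21 did not.

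The paper gives 20 genes more than 3 times up-regulated, and 47 probes were more than 3-fold higher by limma. Of 22 alternatives only leaving out dim probes, with 15, came within 1.5 times, and the other 21 did not.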

Other observations

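The tests of probes near background, of weakly expressed transcripts, by a filter on mean signal, and of the share of lower probes without WT replicate 1 were chosen only after the result was seen. The limit of 20 calls below which a count was taken to decide nothing was also set after the counts of WT replicate 1 and of the slide were seen.

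More probes were lower than higher in irJAZd. Of the lower calls 91.6% were not well above background on any array. The scaling lowered irJAZd arrays by 0.59 more than WT arrays, while the unscaled signals of such probes differed by 0.12, so the excess of lower probes may come from scaling signals near background. Over the 24742 probes with a mean signal above the limit of detection 681 were lower and 468 higher. The faintest 10% of these had a median change of 0.044, but only 12 of them were below background on every array, so a fall of transcripts too weak to be measured stays open. Without WT replicate 1, whose repeated spots spread more, 7 lower and 1 higher probes were called, and with slide as a random block 8 and 4. Lower calls still outnumbered higher ones by over 1.5 times in both, which had been set beforehand as counting against these explanations. So few calls were taken to decide neither. No slide held both genotypes, so the block for slide could not separate slide from genotype in any case. The share of probes with a lower mean was 62.8% without WT replicate 1 and 63.6% with it, which argues against this array as the cause of that share. For each of the 4 counts (lower, higher, and both over 3-fold) only 1 of 10 splits of the 6 arrays, the real one, gave as many calls, and 10 splits are too few to exclude chance.

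The repeated spots on the array of WT replicate 1 spread more than on the other arrays in the processed signal. In the unprocessed mean signal the excess was smaller, with a median SD of 0.198 on this array and 0.143 to 0.180 on the others. The correlation of neighbouring spots' deviations was 0.062 on this array and 0.040 to 0.097 on the others, which argues against a region of the array. No biological explanation was tested.

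A hypothesis set before its test was that silencing a JAZ repressor shifts jasmonate biosynthesis and proteinase inhibitor transcripts. The 23 measured probes with jasmonate biosynthesis entries had a median change of -0.18, where random lists matched on signal gave -0.14 to 0.09 in 95% of draws. The 7 measured proteinase inhibitor probes had a median of -0.43, where random lists gave -0.24 to 0.18. At an adjusted p under 0.05 from limma, 0 of the 23 and 1 of the 7 were called, the latter lower. In W+OS-treated leaves the paper found jasmonic acid levels and trypsin protease inhibitor activity like those of WT, by measures other than transcripts. Over the scalings the medians stayed between -0.18 and -0.09 and between -0.44 and -0.27, and with 1 array left out they ran from -0.26 without WT replicate 2 to -0.12 without irJAZd replicate 3 and from -0.69 without irJAZd replicate 2 to -0.31 without WT replicate 3. Genes are not independent replicates, and the random lists were drawn under the 75th percentile scaling only. The jasmonate biosynthesis median lay inside their range at -0.09 after normexp background correction, at -0.14 with the 75th percentile over measured probes, and also without irJAZd replicate 3.

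Probes named for the flower proteins the paper studies in flowers were also looked at in leaves. The chalcone synthase probes Na_454_00163 (CHS2_SOLTU), Na_454_02683 (CHS2_SOLTU) and Na_454_02855 (CHSA_PETHY) changed by 0.11, 0.05 and 0.41, and the probe Na_454_19081 (MYB05_ANTMA) by -0.29, none past the threshold by limma. The first and the second of these changed sign with some arrays left out, to -0.05 and -0.14 without irJAZd replicate 1. The change of Na_454_19081 ran from -0.79 to -0.02 over the alternatives, the latter without irJAZd replicate 1. This probe passed the threshold in 2 of 17 alternatives, and Na_454_02855 passed it in 1 of 17. The probe named NEC1_NICLS was not well above background on any array.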
